# Diversification of dentate gyrus granule cell subtypes is regulated by Nrg1 nuclear back-signaling

**DOI:** 10.26508/lsa.202403169

**Published:** 2025-04-25

**Authors:** Prithviraj Rajebhosale, Li Jiang, Haylee J Ressa, Kory R Johnson, Niraj S Desai, Alice Jone, Lorna W Role, David A Talmage

## Abstract

Neuronal heterogeneity is a defining feature of the developing mammalian brain, but the mechanisms regulating the diversification of closely related cell types remain elusive. Here, we investigated granule cell (GC) subtype composition in the dentate gyrus (DG) and the influence of a psychosis-associated V_321_L mutation in Neuregulin1 (Nrg1). Using morphoelectric characterization, single-nucleus gene expression, and chromatin accessibility profiling, we identified distinctions between typical GCs and a rare subtype known as semilunar granule cells (SGCs). We found that the V_321_L mutation, which disrupts Nrg1 nuclear back-signaling, results in overabundance of SGC-like cells. Pseudotime analyses suggest a GC-to-SGC transition potential, supported by the accessibility of SGC-enriched genes in non-SGCs. In WT mice, SGC-like gene expression increases during adolescence, coinciding with reduced Nrg1 back-signaling capacity. These results suggest that intact Nrg1 nuclear signaling represses SGC-like fate and that its developmental or pathological loss may permit acquisition of this fate. Our findings reveal a novel role of Nrg1 in maintaining DG cell-type composition and suggest that disrupted subtype regulation may contribute to disease-associated changes in the DG.

## Abstract (precis)

The study shows that Nrg1 nuclear signaling maintains granule cell identity and that its disruption drives acquisition of semilunar granule cell fate in the dentate gyrus.

## Introduction

Heterogeneity of neuronal cells is an emergent property of the developing mammalian brain (Tasic et al, 2016; Cembrowski & Spruston, 2019; BRAIN Initiative Cell Census Network, 2021; La Manno et al, 2021; Yao et al, 2023). However, how closely related neuronal cell types diversify remains mechanistically elusive (Morris, 2019; Zeng, 2022). In this study, we comprehensively profiled differences between two closely related, yet morphologically distinct, dentate gyrus (DG) granule cell (GC) types—typical GCs and semilunar granule cells (SGCs)—to investigate molecular determinants of individual cell-type identity.

Generation of GCs in the DG proceeds in two main phases—embryonic and postnatal, which, in mice, is further divided into a perinatal burst of neurogenesis (P0–P8) and “adult” neurogenesis (P8 into adulthood). Embryonically, GCs are produced from neural precursors (NPs) located in the dentate neuroepithelium (Hatami et al, 2018). These precursors migrate to establish a new neurogenic niche below the granule cell layer (GCL) known as the subgranular zone (SGZ), which gives rise to new GCs throughout life. Detailed transcriptomic analyses have concluded that the gene expression profiles of the dentate neuroepithelium and SGZ NPs do not significantly differ and that the neurogenic trajectories, that is, sequential changes in the transcriptome as neurons differentiate, are also highly conserved between embryonic and postnatal development (Hochgerner et al, 2018; Berg et al, 2019). However, a notable difference between embryonically and postnatally born GCs is that about half of the GCs produced during embryonic development are morphologically unique, bearing multiple splaying primary dendrites, known as SGCs, which eventually only comprise up to 3% of all DG GCs (Save et al, 2019). SGCs are not generated postnatally as evidenced by a spatial bias in their location within the GCL; SGCs are predominantly located in the suprapyramidal blade of the DG where they populate the dorsal-most layers bordering the molecular layer (MOL) along with morphologically typical GCs, which are born around the same time. Postnatally born GCs populate the GCL in an “outside-in” manner and are in cell layers closer to the hilus of the DG (Save et al, 2019). Studies characterizing the dendritic morphology of GCs and SGCs have concluded that the differences between these cells exist as early as 1–2 wk after birth and persist thereafter, concluding that the SGC phenotype represents a bona fide cell type, supporting the conclusion that the two GC subtypes are fundamentally distinct cell types (Gupta et al, 2020).

The significance of understanding mechanisms related to heterogeneity of GCs is underscored by numerous findings of heterotopic and overabundant adult-born neurons with SGC-like morphologies in the DG of mice harboring disease-associated genetic mutations (Kim et al, 2009; Llorens-Martin et al, 2014). A similar phenotype has also been observed in postmortem brains of humans with schizophrenia, Alzheimer’s disease, and frontotemporal dementia (Lauer et al, 2003; Senitz & Beckmann, 2003; Terreros-Roncal et al, 2019; Marquez-Valadez et al, 2022). These data imply potential conversion of GCs to SGCs or, at the very least, a preserved capacity of the adult DG to generate SGC-like cells. In addition, implicit in these findings is the idea that dysregulation of the cell biological mechanisms regulating subtype specification or maintenance might underlie the altered composition of the GC population in disease states.

In this study, we performed morphoelectric and molecular characterization of GCs and SGCs to reveal cell type–specific features that distinguish these granule cell subtypes. Trajectory analyses on single-nucleus gene expression and chromatin accessibility data revealed a potential for a GC→SGC genetic conversion, which has been implicated in aging and genetic associations with psychiatric disease. In line with this, we found that a psychosis-associated missense mutation (Val_321_→Leu; V_321_L) in Neuregulin1 (*Nrg1*) resulted in overabundant heterotopic SGCs and that adolescence-to-adulthood transition in the WT DG was accompanied by increased numbers of cells with SGC-like gene expression signatures. The V_321_L mutation diminishes the ability of Nrg1 proteins to perform membrane-to-nucleus signaling (nuclear back-signaling), which was shown to regulate adult neurogenesis in the DG (Rajebhosale et al, 2024). We found that the expression of requisite components of the Nrg1 nuclear back-signaling pathway decreases over age. Thus, we conclude that intact Nrg1 nuclear back-signaling suppresses the SGC-like fate, and loss of this signaling results in derepression of the SGC-specific gene expression signature resulting in acquisition of SGC-like properties.

## Results

### SGCs have unique morphological and electrical properties

Using Golgi staining, we identified two morphologically distinct types of GCs distinguished by the number of primary dendrites (Fig 1A). Previously published reports have characterized a rare GC-like population known as SGCs, which bear multiple splaying primary dendrites with cell bodies located near or within the inner molecular layer of the DG, and unique electrical properties (y Cajal, 1911; Williams et al, 2007; Save et al, 2019; Gupta et al, 2020). Given the limitations of unambiguously resolving cell position within the GCL using Golgi staining, we performed whole-cell patch clamp recordings from acute hippocampal slices with biocytin fills to reconstruct morphologies of recorded neurons, while simultaneously obtaining information regarding their intrinsic electrical properties (Fig 1B and C). We recorded GCs from the middle of the suprapyramidal blade of the DG and avoided the lower cell layer to avoid immature GCs generated from neural stem cells located in the SGZ. Similar to our results from Golgi staining, we found recorded and filled neurons with single and multiple primary dendrites that we classified as GCs and SGCs, respectively (Fig 1B–E).

**Figure 1.**
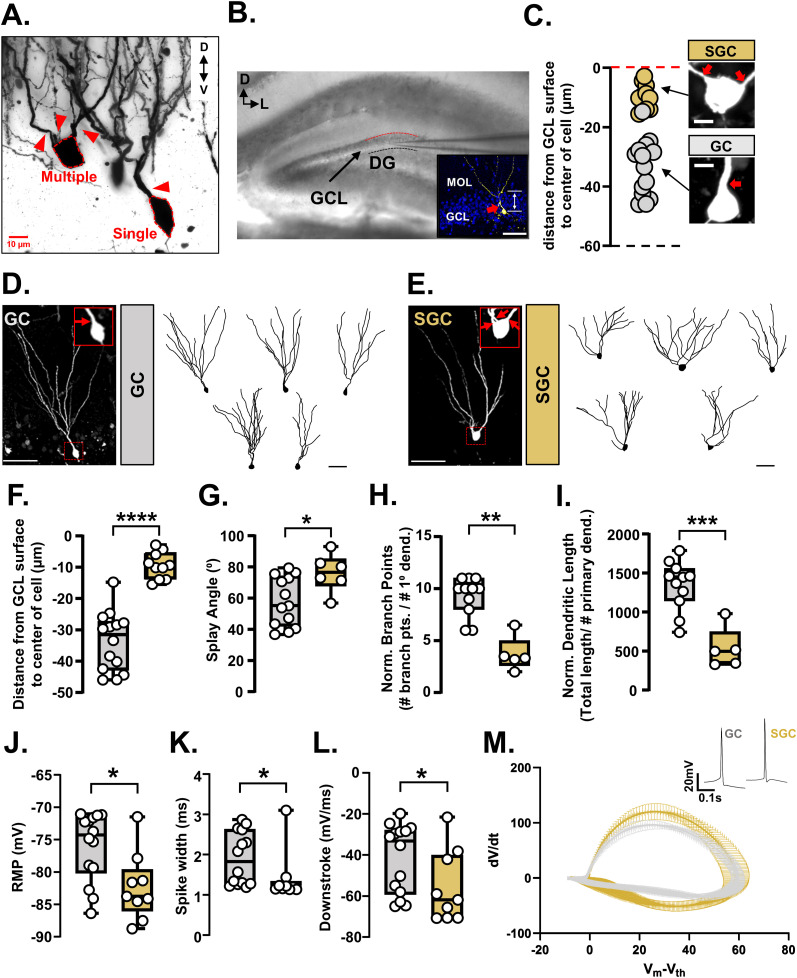
Morphological and electrical properties of semilunar granule cells are distinct from granule cells. **(A)** Representative image of a WT Golgi-stained DG GCL showing two GCs, one example of a GC with a single primary dendrite and another of a GC with multiple primary dendrites. The cell body is outlined with a red dashed line. Primary dendrites are indicated by red arrowheads. Scale bar = 10 μm. **(B)** DIC image of a coronal hippocampal section prepared for acute slice electrophysiology. The anatomical legend in the top left corner indicates the orientation of the slice—D = dorsal and L = lateral. The dorsal edge of the granule cell layer (GCL) is demarcated by a red dashed line, and the ventral border by a black dashed line. The internal solution within the patch pipette contained biocytin to fill the recorded cells. Scale bar = 100 μm. DG = dentate gyrus; GCL = granule cell layer. (Inset) A representative confocal image of a patched granule cell filled with biocytin identified via fluorescently conjugated streptavidin. The image shows a maximum z-projection of three 1-μm optical sections containing the widest portion of the soma used to quantify cell position in the GCL relative to the GCL-MOL boundary (red dashed line). Scale bar = 50 μm. MOL = molecular layer. **(C)** Quantified cell positions of all recorded GCs from WT mice. The red and black dashed lines correspond to the dorsal and ventral borders of the GCL, respectively. Semilunar granule cells (SGCs—GCs with multiple primary dendrites) were found in the top cell body layer of the GCL (gold circles). Typical GCs with a single primary dendrite were found throughout the GCL (silver circles). Representative images of a filled and recorded SGC and GC are shown. Red arrows point to primary dendrites extending from the cell body. N = 14 cells (GC) and 10 cells (SGC) from 5 mice (20 slices). Scale bar = 10 μm. **(D)** (Left) Representative image of a filled GC. A dotted red box indicates the region magnified in the inset. Inset shows a magnification of the cell body and proximal dendrite of the filled GCs. The red arrow marks the primary dendrite emanating from the soma. Scale bar = 50 μm. (Right) Five representative 2-D tracings of filled GCs. Scale bar = 50 μm. **(E)** (Left) Representative image of a filled SGC. A dotted red box indicates the region magnified in the inset. Inset shows a magnification of the cell body and proximal dendrites of the filled SGCs. Red arrows mark primary dendrites emanating from the soma. Scale bar = 50 μm. (Right) Five representative 2-D tracings of filled GCs. Scale bar = 50 μm. **(F)** Quantification of cell body position within the GCL of GCs (silver) and SGCs (gold). SGC cell body locations were significantly different from those of GCs (****P < 0.0001, Welch’s *t* test [two-tailed]; t = 8.471, df = 19.16). N = 14 cells (GC) and 10 cells (SGC) from 5 mice. **(G)** Quantification of splay angle of GCs and SGCs. The splay angle (angle between the two farthest dendrites measured at the center of the cell body) was significantly larger in SGCs compared with GCs (*P = 0.0168, Welch’s *t* test [two-tailed]; t = 2.754, df = 12.59). N = 13 cells (GC) and 6 cells (SGC) from 4 mice. **(H)** Quantification of dendritic branching of GCs and SGCs normalized to the number of primary dendrites. The number of branch points was significantly higher in GCs compared with SGCs (**P = 0.0023, Mann–Whitney test, U = 2). N = 11 cells (GC) and 5 cells (SGC) from 4 mice. **(I)** Quantification of dendritic length of GCs and SGCs normalized to the number of primary dendrites. The normalized dendritic length was significantly higher in GCs compared with SGCs (***P = 0.0004, Welch’s *t* test [two-tailed]; t = 5.348, df = 9.366). N = 11 cells (GC) and 5 cells (SGC) from 4 mice. **(J)** SGCs have a significantly more hyperpolarized resting membrane potential compared with GCs (*P = 0.02, Mann–Whitney test, U = 26; N = 14 cells [GCs] and 9 cells [SGCs] from 5 mice). **(K)** SGCs have a significantly narrower spike width compared with GCs (*P = 0.012, Mann–Whitney test, U = 24; N = 14 cells [GCs] and 9 cells [SGCs] from 5 mice). **(L)** SGCs have a significantly faster downstroke compared with GCs (*P = 0.046, Mann–Whitney test, U = 31; N = 14 cells [GCs] and 9 cells [SGCs] from 5 mice). **(M)** Phase plots of action potential dynamics (dV/dt versus V_m_-V_th_) provide a visualization of differences in the AP waveform between GCs and SGCs. N = 14 cells (GCs) and 9 cells (SGCs) from 5 mice. Note: the difference in the number of GCs and SGCs for different morphological and electrical measures was because of incomplete total reconstructions, which precluded inclusion of dendritic morphology parameters.

In the DG of WT mice, we found that SGCs were in the top cell body layers (<20 μm from the surface) and cells with the typical GC morphology were found throughout the GCL (Fig 1F, *P* < 0.0001). SGCs had wider dendritic splay angles (Fig 1G, *P* = 0.02) and less complex dendrites (Fig 1H, branch points per dendrite, *P* = 0.002; Fig 1I, length per dendrite, *P* = 0.0004). These findings match existing reports regarding morphologies of embryonically born GCs (Kerloch et al, 2019).

We recorded the membrane voltage responses of GCs and SGCs to current steps. Action potentials (APs) at rheobase were analyzed for 20 features. We found that SGCs had a significantly hyperpolarized resting membrane potential (RMP) (Fig 1J, *P* = 0.02), shorter AP width (Fig 1K, *P* = 0.01), and faster downstroke (Fig 1L, *P* = 0.046). The pronounced differences in the kinetics of the SGC action potentials can be seen in the phase plots for APs at rheobase (Fig 1M).

Because SGCs are born earlier than most other GCs, we asked if the group differences between GCs and SGCs could be reflective of cellular age as opposed to cell type–defining features. Given the stereotyped relationship between GCL lamination and neuronal birthdate in the DG, we analyzed the relationships between the measured electrical properties and soma position within the GCL. We found that RMP (Fig S1A, *P* = 0.0129), spike width (Fig S1B, *P* = 0.0543), and downstroke (Fig S1C, *P* = 0.0139) significantly covaried with soma position as expected from the GC versus SGC group analyses (Fig 1J–L). We also found that rheobase (Fig S1D, *P* = 0.0475), sag (Fig S1E, *P* = 0.0359), and upstroke–downstroke ratio (Fig S1F, *P* = 0.0131) significantly covaried with soma positions in the GCL. The remainder of the properties did not differ significantly between GCs and SGCs or by soma position.

**Figure S1.**
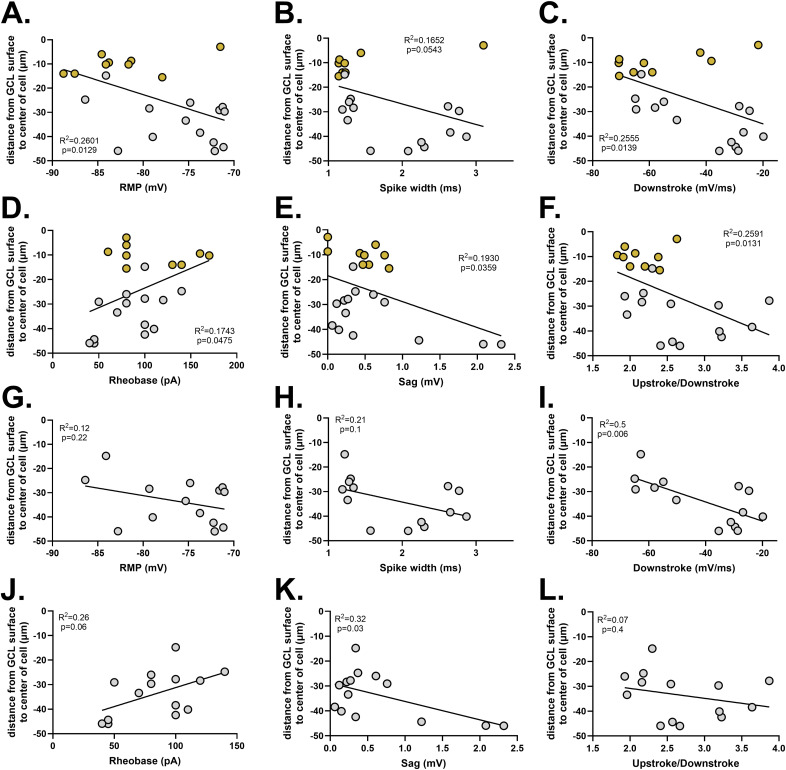
RMP and spike width are cell type–specific properties of SGCs. Relationship between neuronal cell body position and electrophysiological properties was evaluated. **(A, B, C, D, E, F)** Following properties significantly covaried with soma position: (A) RMP (*P* = 0.013, R^2^ = 0.26), (B) spike width (*P* = 0.05, R^2^ = 0.17), (C) downstroke (*P* = 0.014, R^2^ = 0.26), (D) rheobase (*P* = 0.048, R^2^ = 0.17), (E) sag (*P* = 0.036, R^2^ = 0.19), (F) upstroke/downstroke (*P* = 0.013, R^2^ = 0.26). N = 14 cells (GCs) and 9 cells (SGCs) from 5 mice. GCs are represented by silver circles, and SGCs are represented by gold circles. **(G, H, I, J, K, L)** Relationship between neuronal cell body position and electrophysiological properties was reevaluated for the above-mentioned properties while excluding SGCs: (G) RMP (*P* = 0.22, R^2^ = 0.12), (H) spike width (*P* = 0.1, R^2^ = 0.21), (I) downstroke (*P* = 0.006, R^2^ = 0.5), (J) rheobase (*P* = 0.06, R^2^ = 0.26), (K) sag (*P* = 0.03, R^2^ = 0.32), (L) upstroke/downstroke (*P* = 0.4, R^2^ = 0.07). N = 14 cells (GCs) from 5 mice.

Next, we assessed the correlations between these six properties and soma positions for GCs alone (excluding SGCs) to identify electrical properties that might reflect effects of cell birthdate rather than the cell type. Of the six properties, we found that downstroke and sag were still significantly correlated with soma positions (Fig S1I, downstroke, *P* = 0.006, and Fig S1K, sag, *P* = 0.03), whereas the rest of the properties did not correlate with soma positions (Fig S1G, RMP, *P* = 0.22, Fig S1H, spike width, *P* = 0.1, Fig S1J, rheobase, *P* = 0.06, and Fig S1L, upstroke–downstroke ratio, *P* = 0.4). These results indicate that the differences between GCs and SGCs in RMP and spike width are cell type–defining features.

Thus, our findings define electrophysiological differences between GCs and SGCs further substantiating published reports of electrophysiological differences between GCs and SGCs (Williams et al, 2007; Kerloch et al, 2019).

### V_321_L mutation in Nrg1 results in altered composition of the DG granule cell population

Cells with SGC-like morphologies are overabundant in postmortem brains of people with neuropsychiatric conditions and in rodent experimental systems modeling psychiatric disease–associated genetic and environmental factors (Lauer et al, 2003; Senitz & Beckmann, 2003, Kim et al, 2009; Fitzsimons et al, 2013; Llorens-Martin et al, 2014; Howe et al, 2017; Terreros-Roncal et al, 2019; Marquez-Valadez et al, 2022). We previously characterized a psychosis-associated missense mutation in the *NRG1* gene showing that it resulted in reduced stem cell proliferation, increased neuronal differentiation, and altered dendritic branching of GCs in the DG (Rajebhosale et al, 2024). During this study, we qualitatively noted numerous GCs with multiple primary dendrites resembling SGCs in the V_321_L DG. To quantify the numbers of GCs and SGCs, we used the rapid Golgi staining technique and counted stained neurons with single or multiple primary dendrites from WT and V_321_L DG (Fig 2A). There was no difference in the total number of cells labeled by the Golgi stain between genotypes (Fig 2A, left; *P* = 0.68). However, V_321_L mice had a significantly higher number of Golgi-stained GCs with multiple primary dendrites compared with WT mice and a significantly lower number of GCs with single primary dendrites compared with WT mice (Fig 2A, right; *P* = 0.011, post hoc comparisons: WT multiple versus V_321_L multiple, *P* = 0.008; WT single versus V_321_L single, *P* = 0.008). The number of GCs with multiple primary dendrites also significantly differed from the numbers of GCs with single primary dendrites in the V_321_L DG (V_321_L single versus V_321_L multiple, *P* = 0.013), whereas there was no difference in this regard in WT mice (*P* = 0.85). These results indicate that V_321_L mice have a higher number of cells with SGC-like morphologies in the DG, potentially at the expense of the other subpopulation of GCs.

**Figure 2.**
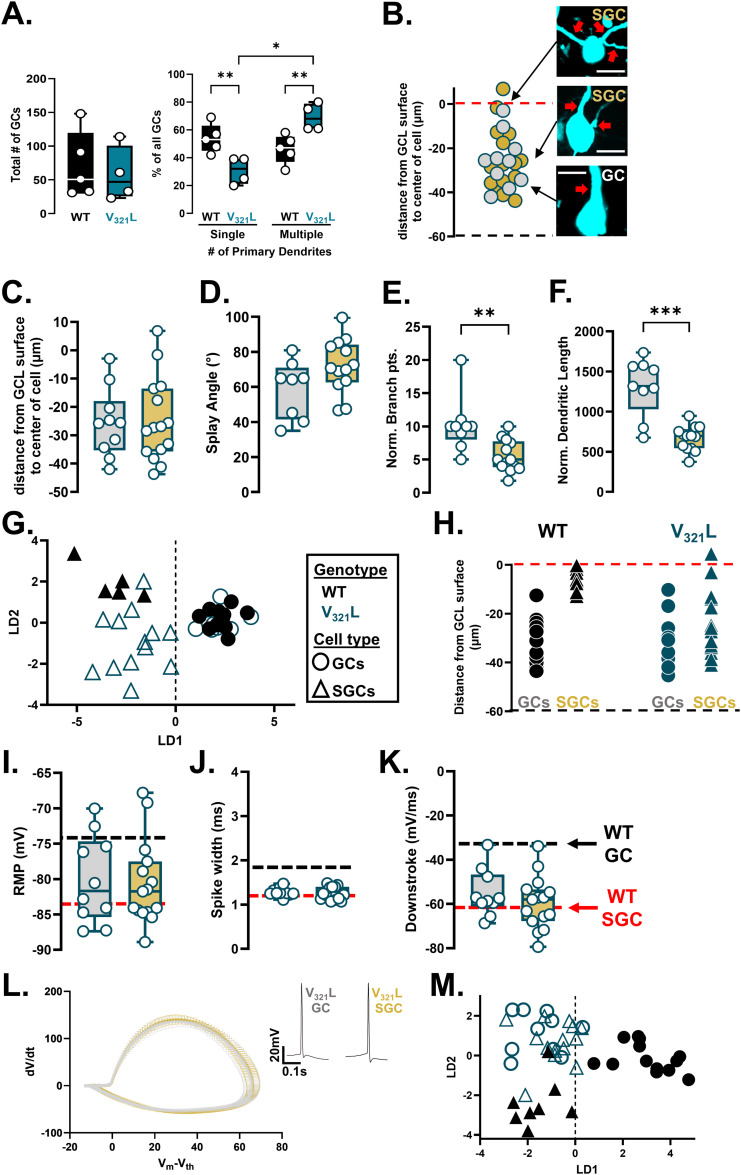
GCs in the V_321_L DG show SGC-like electrical properties. **(A)** (Left) Quantification of the total number of GCs from Golgi-stained DG, quantified from WT (black) and V_321_L (teal) DG. N = 23–148 neurons/mouse from five mice. Each dot is the total number of neurons from one mouse (Welch’s *t* test [two-tailed], *P* = 0.7; t = 0.4338, df = 6.972). (Right) Quantification of the percentage of GCs with single or multiple primary dendrites in WT and V_321_L DG. N = 23–148 neurons/mouse from 5 mice (two-way ANOVA, Genotype x #Primary dendrites, *P* = 0.011, F [1,7] = 11.81; V_321_L single versus V_321_L multiple, *P = 0.013; WT multiple versus V_321_L multiple, **P = 0.008; WT single versus V_321_L single, **P = 0.008). Note: The Golgi staining method is “nonrandom” and biases for labeling of superficially located GCs resulting in disproportionate labeling of SGCs. **(B)** Quantified cell positions of all recorded GCs from V_321_L mice. The red and black dashed lines correspond to the dorsal and ventral borders of the GCL, respectively. Both SGCs (gold circles) and GCs (silver circles) were found throughout the GCL. Representative images of filled and recorded SGCs and GC are shown. Red arrows point to primary dendrites extending from the cell body. N = 10 cells (GC) and 15 cells (SGC) from 5 mice (17 slices). Scale bar = 10 μm. **(C)** Quantification of cell body position within the GCL of GCs (silver) and SGCs (gold). SGC cell body locations are not significantly different to those of GCs (*P* = 0.9012, Welch’s *t* test [two-tailed]; t = 0.1256, df = 21.78; N = 10 cells [GC] and 15 cells [SGC] from 5 mice). **(D)** Quantification of splay angle of GCs and SGCs. The splay angle was not significantly different between GCs and SGCs (*P* = 0.0811, Welch’s *t* test [two-tailed]; t = 1.879, df = 14.11; N = 8 cells [GC] and 13 cells [SGC] from 5 mice). **(E)** Number of normalized branch points was significantly higher in GCs compared with SGCs (**P = 0.0013, Mann–Whitney test, U = 13; N = 9 cells [GC] and 13 cells [SGC] from 5 mice). **(F)** Normalized dendritic length was significantly higher in GCs compared with SGCs (***P = 0.0005, Welch’s *t* test [two-tailed]; t = 5.023, df = 10.05; N = 9 cells [GC] and 13 cells [SGC] from 5 mice). **(G)** Linear discriminant analysis of morphological properties of WT (black) and V_321_L (teal) cells reveals separation of GCs (circles) and SGCs (triangles) along the LD1 axis. **(H)** V_321_L SGCs are localized throughout the GCL unlike WT SGCs. Each symbol represents a single cell from biocytin-filled reconstructions replotted from Panel (B) and Fig 1C—WT (black) and V321L (teal); GCs (circles) and SGCs (triangles). A red dashed line represents the dorsal edge of the GCL. **(I, J, K)** V_321_L GCs and SGCs did not show significant differences in their electrophysiological properties. **(I)** RMP (*P* = 0.8374, Welch’s *t* test; t = 0.2081, df = 18.86). **(J)** Spike width (*P* = 0.2776, Mann–Whitney test, U = 55). **(K)** Downstroke (*P* = 0.5392, Mann–Whitney test, U = 63.5). A black dashed line indicates the median values for WT GCs, and a red dashed line indicates median values for WT SGCs. N = 10 cells (GC) and 15 cells (SGC) from 5 mice. **(L)** Phase plots of action potential dynamics (dV/dt versus Vm-Vth) provide a visualization of the AP waveform of GCs and SGCs. N = 10 cells (GCs) and 15 cells (SGCs) from 5 mice. Inset shows representative action potential waveforms of a GC and SGC recorded at rheobase. **(M)** Linear discriminant analysis of electrical properties of WT (black) and V_321_L (teal) cells reveals separation of WT GCs (circles) from all other cells from both genotypes along the LD1 axis.

Next, we profiled GCs from V_321_L mice throughout the GCL for their electrical and morphological properties using whole-cell patch clamp with dye fills. Like the WT DG, we found SGCs in superficial layers and GCs throughout the GCL. However, we also found cells with multiple primary dendrites throughout the GCL in the V_321_L DG (Fig 2B). Analyzing the locations of all recorded cells, we found no difference between GC and SGC localization (Fig 2C, *P* = 0.9). There were no significant differences in the splay angle between GCs and SGCs (Fig 2D, *P* = 0.08). In contrast, the differences in dendritic complexity between GCs and SGCs were preserved in the V_321_L mutant DG (Fig 2E, normalized branch points, *P* = 0.0013; Fig 2F, normalized dendritic length, *P* = 0.0005). To further assess any morphological changes in the V_321_L DG, we subjected the 15 measured morphological parameters from WT and V_321_L cells to classification using linear discriminant analysis (LDA). LDA resulted in successful capture of cell-type differences between GCs and SGCs (along the primary classifier—LD1) but not between genotypes (Fig 2G). Analysis of the weighted contributions of each morphological parameter to the LDs revealed that separation along LD1 was heavily influenced by dendritic complexity parameters in line with the known lower complexity of SGC dendrites (Fig S2A). We also performed unsupervised clustering using k-means clustering, which also resulted in clustering of cells primarily based on the cell type rather than the genotype (Fig S2B). We did note a differential spread of WT and V_321_L SGCs along LD2, which might indicate a potential change in variance within each dataset; however, given the poor functionality of LD2 projection as a classifier, these data indicate that although the SGC-like cells were overrepresented and mislocalized in the V_321_L, morphological distinctions between GCs and SGCs were preserved (Fig 2H).

**Figure S2.**
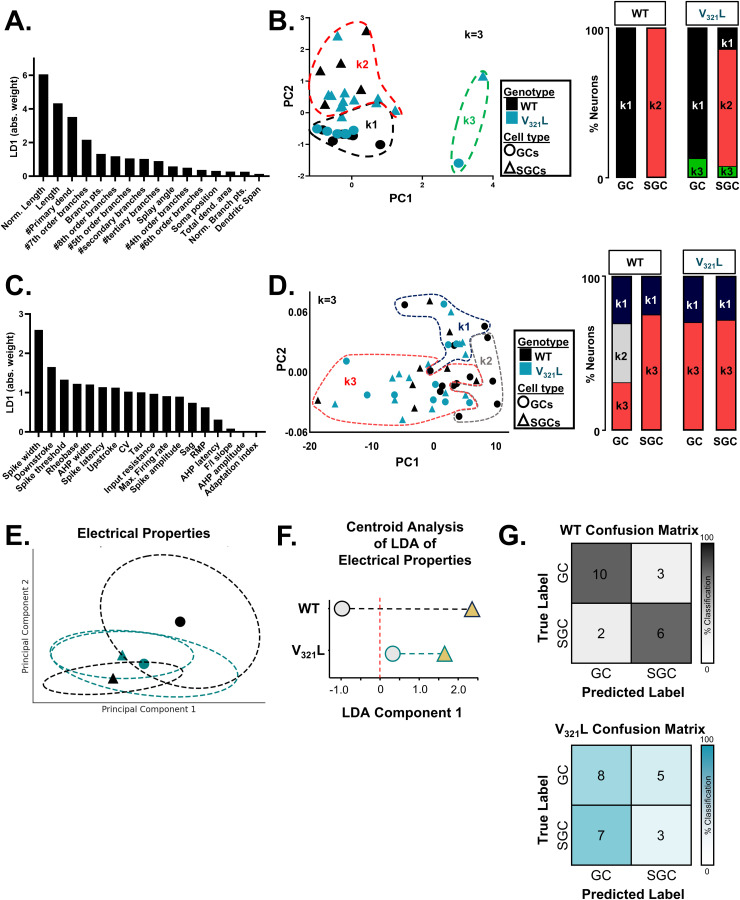
Supervised and unsupervised clustering of GCs and SGCs validate the number of primary dendrites and spike width as important classifiers for SGCs. **(A)** Plot showing contributions of individual morphological variables to LD1. Features strongly contributing to LD1 are dendritic length, number of primary dendrites, and branching. **(B)** (Left) Principal component analysis (PCA) plot. Each data point represents a single cell. Circles represent GCs, and triangles represent SGCs. Black data points represent cells from WT mice, and teal represents cells from V_321_L mice. k-means clustering was performed on morphological data with k = 3. Dashed lines represent groupings of the three clusters—k1 = black; k2 = red; and k3 = green. (Right) Proportional makeup of all GCs and SGCs from WT and V321L mice in relation to the k-means cluster they occupy. All WT GCs and SGCs segregate into k1 and k2, respectively. All but one V_321_L GCs occupy k1, whereas the one was in k3. All but 2 V_321_L SGCs occupy k2 with one in k1 and another in k3. **(C)** Plot showing contributions of individual electrophysiological variables to LD1. Features strongly contributing to LD1 are spike width and downstroke. **(D)** (Left) PCA plot. Each data point represents a single cell. Circles represent GCs, and triangles represent SGCs. Black data points represent cells from WT mice, and teal represents cells from V_321_L mice. k-means clustering was performed on electrophysiological data with k = 3. Dashed lines represent groupings of the three clusters—k1 = navy blue; k2 = gray; and k3 = red. (Right) Proportional makeup of all GCs and SGCs from WT and V_321_L mice in relation to the k-means cluster they occupy. WT GCs are evenly distributed across all clusters, whereas SGCs largely occupy k3 with a minority in k1. All V_321_L GC and SGC cluster occupancy was virtually identical to WT SGCs. **(D, E)** 95% confidence ellipses and centroids for WT (black) and V_321_L (teal) GCs (circles) and SGCs (triangles) from PCA shown in Panel (D). Substantial overlap of the centroids and ellipses in the V_321_L data indicates lack of GC-SGC distinctions in their electrical properties. **(F)** Centroid distance plots for WT and V_321_L GCs and SGCs from the LDA shown in Fig 2M. Black and teal dashed lines represent the distance between GC and SGC centroids. The red dashed line delineates the linear classification boundary. Note that both GC and SGC centroids from the V_321_L mice are in the WT SGC space. **(G)** (Top) Confusion matrix showing performance of the LDA classifier trained on 80% of the WT GC and SGC electrophysiology dataset and used to predict cell types of the remainder 20% of the dataset with fivefold cross-validation. Heatmap alongside indicates classification percentage (%). Numbers inside the matrix indicate the number of neurons classified into each category. (Bottom) Confusion matrix showing performance of the LDA classifier trained on WT GC and SGC electrophysiology data and used to predict cell types based on electrical properties of recorded neurons from V_321_L mice. Heatmap alongside indicates classification accuracy (%). Numbers inside the matrix indicate the number of neurons classified into each category.

We profiled sub- and suprathreshold intrinsic electrical properties of cells in the V_321_L DG. Unlike WT GCs and SGCs, we found no differences in electrical properties between V_321_L GCs and SGCs (Fig 2I–K, RMP, *P* = 0.9; spike width, *P* = 0.3; downstroke, *P* = 0.5). The phase plots for APs at rheobase further demonstrate this point showing a virtually complete overlap between GCs and SGCs (Fig 2L).

To further evaluate effects of the cell type and genotype, we performed LDA and unbiased clustering using k-means clustering using all recorded features from WT and V_321_L neurons. LDA resulted in separation of WT GCs and all other groups (WT SGCs, V_321_L GCs, and V_321_L SGCs) along LD1 driven strongly by spike width (Figs 2M and S2C). k-means clustering also showed that V_321_L GCs and SGCs showed a nearly similar distribution as WT SGCs (Fig S2D). These data indicate that in the V_321_L mutant DG, SGCs are morphoelectrically “normal” and that morphologically typical GCs assume electrical properties of SGCs.

V_321_L mice exhibited mislocalized SGCs (Fig 2H). In WT mice, several electrophysiological properties covaried with soma position (Fig S1). To account for both soma position and cell type, we applied a multiple linear regression model to WT mice, then extended this model to V_321_L mice (see the Materials and Methods section for details).

In WT mice, we found that two electrophysiological properties, spike amplitude (*P* = 0.042, β1 = −46.2) and upstroke (*P* = 0.038, β1 = −117.88), significantly covaried with cell type when controlling for soma position. However, this model did not detect significant cell-type effects for any electrophysiological properties in V_321_L mice.

Given the large number of electrophysiological parameters measured (20 parameters) and their potential correlations, we further used a multivariate approach to distinguish cell types based on electrical properties. Principal component analysis (PCA) revealed a clear separation between GCs and SGCs in WT mice along the first two principal components, whereas cells in V_321_L mice showed substantial overlap (Fig S2E).

To further assess classification accuracy, we trained an LDA classifier with fivefold cross-validation on WT electrophysiological data and applied it to V_321_L mice. Centroid analysis demonstrated a striking reduction in the separation between GC and SGC centroids in V_321_L mice along the first linear discriminant (LD1) axis (Fig S2F). The LDA classifier, trained on 80% of the WT data, achieved 78% accuracy in cell-type classification of the remainder 20% WT cells (Cohen’s κ = 0.57) (Fig S2G, top). Using this classifier on the recordings obtained from V_321_L mice resulted in 52% classification accuracy (Cohen’s κ = 0.08) (Fig S2G, bottom). Thus, these data further support the finding of a loss of electrophysiological distinction between GCs and SGCs in the V_321_L mutant DG.

### V_321_L mice have a higher number and altered positioning of *Penk*+ GCs compared with WT mice

Recent studies have shown that GCs expressing the gene proenkephalin (*Penk*) have multiple primary dendrites and a localization consistent with those of embryonically born GCs (Erwin et al, 2020; Mortessagne et al, 2024). Using FISH, we detected *Penk* transcripts in the DG of young adult mice and quantified the distance of *Penk*+ cells in the suprapyramidal GCL from the GCL-MOL boundary (Fig 3A). In WT mice, most of the *Penk*+ GCs were in the top 2 cell body layers of the suprapyramidal GCL, whereas this bias toward the GCL-MOL boundary was lost in the V_321_L DG (Fig 3B; *P* = 0.013).

**Figure 3.**
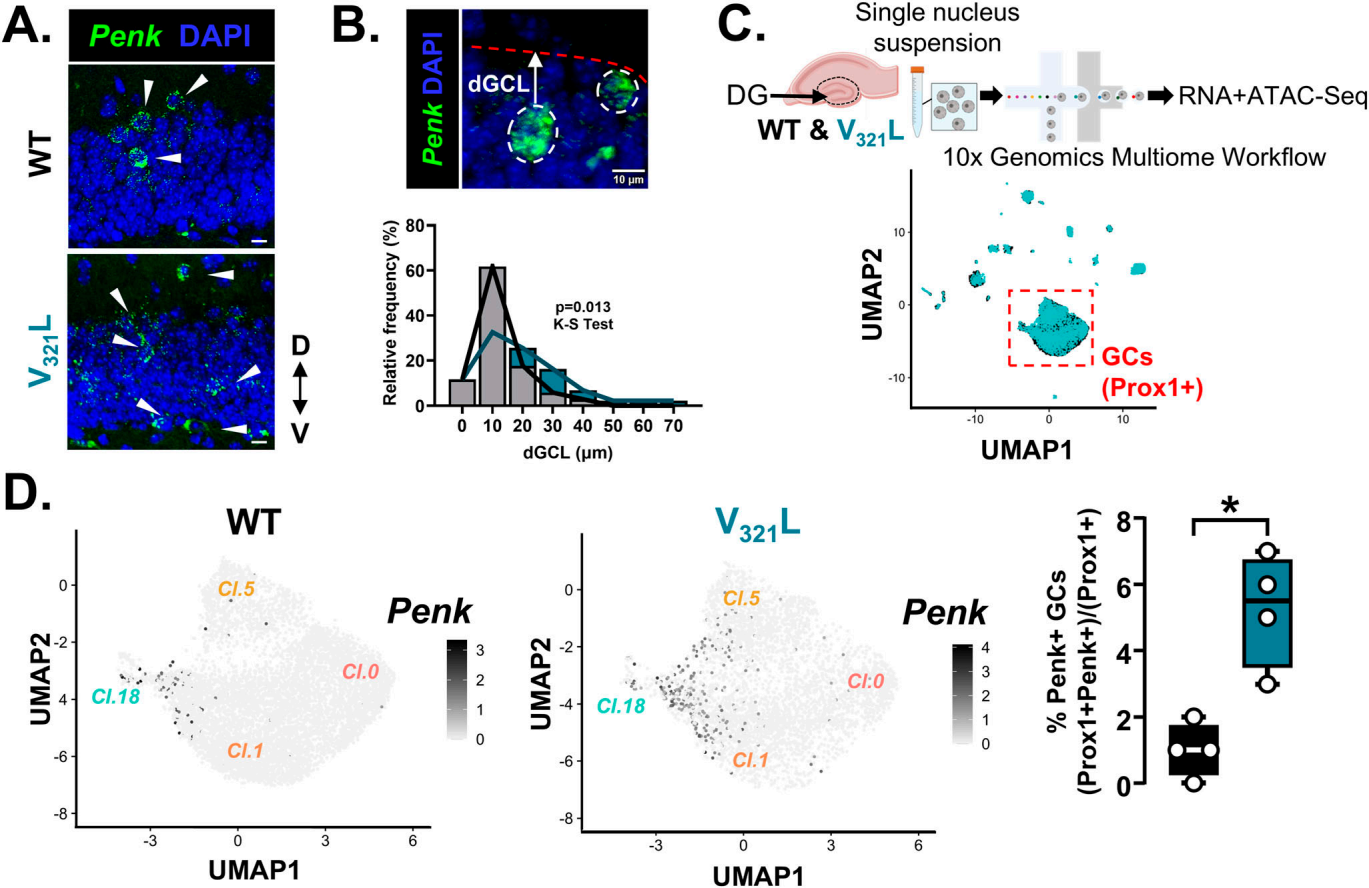
V_321_L mice have a higher number and altered positioning of *Penk*+ GCs compared with WT mice. **(A)** (Top) Representative image of *Penk* mRNA (green) expression in the DG of a WT mouse. (Bottom) Representative image of *Penk* mRNA (green) expression in the DG of a V_321_L mouse. White arrowheads indicate *Penk*+ cells in the GCL and IML. Anatomical guide indicates dorsal (D) and ventral (V) directions. **(B)** (Top) Representative image showing two *Penk*+ GCs outlined with white dashed lines. The white arrow denotes the distance of the *Penk*+ cell from the GCL-MOL boundary (dGCL). The red dotted line delineates the GCL-MOL boundary of the suprapyramidal blade (SPB) of the DG. Scale bar = 10 μm. (Bottom) Quantification of the soma positions within the GCL of the *Penk*+ cells from WT (black) and V_321_L (teal) mice. The distribution of *Penk*+ cells in the V_321_L DG was significantly altered compared with WT DG (Kolmogorov–Smirnov test, *P* = 0.013, D = 0.36). N = 3 mice/genotype. **(C)** (Top) Schematic of the workflow for single-nucleus RNA- and ATAC-Seq (Multiome) of WT and V_321_L DG. (Bottom) UMAP of snRNA-Seq showing clusters of WT (black) and V_321_L (teal) nuclei. The red dashed box denotes clusters of GCs identified as *Prox1*+ excitatory neurons (see Fig S3A and B). N = 4 mice/genotype, two male and two female. **(D)** UMAPs showing the expression of *Penk* in GCs of WT (left) and V_321_L (middle) mice. The level of expression is indicated by the heatmap alongside. (Right) Quantification of the percentage of GCs expressing *Penk*+ in WT and V_321_L mice showing that V_321_L mice had significantly more *Penk*+ GCs (Mann–Whitney test [two-tailed], *P = 0.03, U = 0). N = 4 mice/genotype.

To examine molecular distinctions between GC subtypes, we performed single-nucleus RNA and ATAC sequencing of single-nucleus suspensions prepared from WT and V_321_L microdissected DGs (Fig 3C, top). 

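The nuclei came from 4 WT and 4 V321L mice, 2 females and 2 males per genotype, with 1 library per mouse that gives the RNA and the accessible chromatin of the same nucleus. The deposited matrices were written by Cell Ranger ARC 2.0.2 and hold counts without normalization. They give RNA unique molecular identifiers (UMIs) for 32285 genes, and ATAC counts in peaks that were called in each library on its own, for every barcode and not only for barcodes called as nuclei. Neither the matrices nor the text of the paper name the genome build used for the counting. WT libraries held between 4326426 and 14624265 RNA UMIs, and V321L libraries between 15505354 and 23582057. ATAC counts in peaks ranged from 11953485 to 18352665 in WT libraries and from 6580616 to 25552769 in V321L libraries. Nuclei were chosen with the limits of the paper, namely more than 500 and fewer than 8916.1 UMIs, more than 250 and fewer than 3307.5 genes, and a mitochondrial share under 2.787%. At least 500 ATAC counts in peaks were also required, because the fragment files behind the ATAC filters of the paper were not used here. Doublets were removed with a Scrublet score above the library mean + 2 SD, where the paper applied the same limit to an scDblFinder score. This left 16397 nuclei, between 1774 and 3640 per WT mouse and between 1451 and 1977 per V321L mouse. The median number of UMIs per nucleus lay between 1091.5 and 1923 in the WT mice and between 2672 and 4140 in the V321L mice. The median mitochondrial share of the nuclei of a mouse was 0.100% ± 0.0275 in WT and 0.773% ± 0.359 in V321L mice (SD, n = 4 each). Expression was scaled within each library, reduced to 75 principal components of 3000 variable genes and clustered at resolution 1, and clusters were named by marker genes, which gave 6688 WT and 4130 V321L GCs. Because a gene is detected in more nuclei when each nucleus holds more UMIs, shares of nuclei were also computed after each nucleus was randomly thinned to 1000 UMIs, leaving out nuclei with fewer. Genotypes were compared over mice, not over nuclei, with edgeR on counts summed per mouse or with a two-sided exact permutation test of 4 against 4 mice, whose smallest possible p is 0.0286.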

We detected all major cell types across both genotypes indicating no overt differences in clustering or cell composition of the DG between WT and V_321_L mice (Fig 3C, bottom; Figs S3A and S4A–O; cluster-wise differential gene expression, Table S1). 

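Nuclei of 10 cell classes were found in both genotypes. GCs made up 71.3% ± 3.04 (SD, n = 4 mice) of the nuclei in WT and 59.4% ± 2.64 (SD, n = 4) in V321L mice (exact permutation test, p = 0.0286). Oligodendrocytes made up 2.32% ± 0.620 (SD, n = 4) in WT and 8.33% ± 1.78 (SD, n = 4) in V321L mice (exact permutation p = 0.0286). Microglia, OPCs and Cajal-Retzius cells were also more frequent in every V321L mouse than in every WT mouse. Adjusted over the 10 classes, the p of each of these 5 classes was 0.0571 by the exact permutation test, so that no class passed 0.05. With 10 classes the smallest possible p passes only where more than 5 reach it. GABAergic neurons made up 3.13% ± 0.546 in WT and 2.66% ± 0.696 in V321L mice (SD, n = 4 each, exact permutation p = 0.371). The count of classes with an adjusted p under 0.05 rose to 7 when doublets were kept, and likewise without upper limits or with an ATAC minimum of 1000. The paper integrated the libraries with Harmony before clustering. When GCs were compared by expression without correction for library, 98.0% of the 30 nearest neighbours from other mice had the same genotype, where an even mixture gives 42.9%. After thinning to 1000 UMIs per nucleus this share was 80.5%, with 98.1% ± 0.935 in WT and 62.9% ± 16.5 in V321L mice (SD, n = 4 each) and 44.5% in the lowest mouse.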

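The number of nuclei in the GC clusters with at least 1 *Prox1* UMI was 571 ± 227 (SD, n = 4) per WT mouse and 559.5 ± 107 (SD, n = 4) per V321L mouse, a difference within the spread between mice (exact permutation test, p = 0.914). The number depends on how many nuclei each library captured and on their depth. Summed over GCs with TMM normalization, *Prox1* was lower in V321L mice, with a log2 fold change of -0.68 (standard error 0.108, adjusted p = 7.81e-05 from edgeR). With library sizes in place of TMM the median log2 fold change of all genes was 0.58 instead of 0.12, so the size of this fall depends on the scaling.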

We found no differences in the total number of *Prox1*+ neurons (GCs) (Fig S3B; Mann–Whitney test, *P* = 0.69, U = 6). 

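Among the *Prox1*+ GCs, the share with at least 1 *Penk* UMI was 0.931% ± 0.890 (SD, n = 4) in WT and 5.97% ± 1.33 (SD, n = 4) in V321L mice. Every V321L mouse lay above every WT mouse (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). At 1000 UMIs per nucleus the shares were 0.462% ± 0.333 in WT and 2.22% ± 1.12 in V321L mice (SD, n = 4 each, exact permutation p = 0.0286). The closest mice were WT F1, at 0.784% of 255 *Prox1*+ GCs, and V321L F2, at 0.913% of 219, so the lack of overlap rests on few nuclei. When at least 2 UMIs of *Prox1* and at least 2 of *Penk* were required, the alternative that weakened the result most, the shares were 0.263% ± 0.526 and 1.12% ± 0.785, and the difference was within the spread between mice (exact permutation p = 0.171). *Penk* UMIs summed over all GCs of a mouse came to 8.17 ± 3.68 CPM in WT and 22.2 ± 4.35 in V321L mice (SD, n = 4 each), a log2 fold change of 1.54 (standard error 0.264, adjusted p = 0.000147 from edgeR). Oligodendrocytes served as nuclei in which *Penk* UMIs measure free RNA. A *Penk* UMI was found in 0 of 225 WT oligodendrocytes, with a median of 931 UMIs, and in 0.518% of 579 V321L oligodendrocytes, with a median of 1102 UMIs. Over all GCs, with medians of 1461.5 UMIs in WT and 3826 in V321L, these shares were 1.08% and 6.61%. *Penk* was also higher in the GABAergic neurons of every V321L mouse, at 63.4 ± 36.3 CPM against 4.40 ± 6.58 in WT mice (SD, n = 4 each, exact permutation p = 0.0286).

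**Figure D1:**
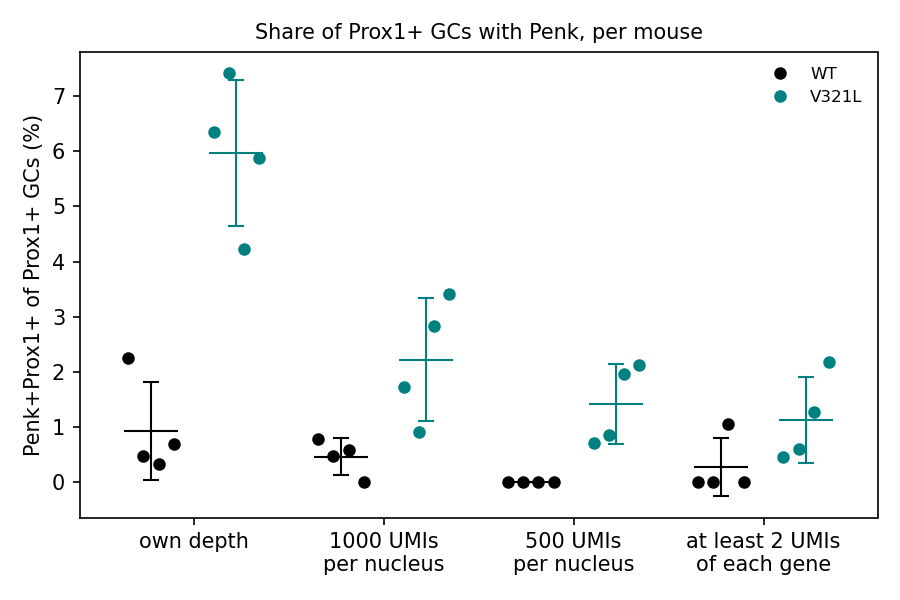
Share of *Prox1*+ GCs with a *Penk* UMI (%) in each WT (black) and V321L (teal) mouse at the depth of each nucleus, after thinning to 1000 or 500 UMIs, and with at least 2 UMIs of both *Prox1* and *Penk*. Points are mice and bars are the mean ± SD of 4 mice, and the genotypes overlap only where at least 2 UMIs of each gene were required.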

Upon examination of *Penk* expression in the GC clusters, we found that *Penk*-expressing cells subclustered within the larger clusters of GCs and that the total percentage of *Penk*+ GCs was significantly higher in V_321_L mice (Fig 3D; Mann–Whitney test, *P* = 0.03, U = 0). We found four clusters of GCs—clusters 0, 1, 5, and 18. 

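GCs were clustered on their own, with *Penk* and the 12 SGC marker genes left out of the clustering, which gave 9 clusters. The cluster with the highest share of *Penk*+ nuclei held 73 WT and 82 V321L nuclei. Of these, 14.0% ± 14.2 had a *Penk* UMI in WT and 29.5% ± 14.6 in V321L mice (SD, n = 4 each, exact permutation p = 0.143). The most *Penk*+ nuclei lay in another cluster, with 33 in WT and 127 in V321L mice. There the share of *Penk*+ nuclei was 4.73% ± 2.65 in WT and 20.9% ± 3.34 in V321L mice (SD, n = 4 each, exact permutation p = 0.0286). With nuclei thinned to 1000 UMIs the means in this cluster were 2.30% in WT and 4.51% in V321L mice. The genotypes then overlapped, with 1.85% in V321L M1 and 3.73% in WT F1, and the difference at this depth was not tested. The first of these clusters held 1.09% ± 0.310 of the GCs of WT and 1.99% ± 0.298 of those of V321L mice (SD, n = 4 each, exact permutation p = 0.0286, or 0.0514 adjusted over the 9 clusters).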

Although a greater absolute number of *Penk*+ GCs were found in cluster 1 in proximity to cluster 18, cluster 18 contained the highest percentage of *Penk*+ cells indicating enrichment for SGCs in cluster 18 in both genotypes (Fig S3C). Marker gene discovery for the different GC clusters revealed relatively minor distinctions in gene expression between clusters 0, 1, and 5. However, cluster 18 was uniquely marked by the expression of Sortilin Related VPS10 Domain Containing Receptor 3 (*Sorcs3*) (Fig S3D, left). 

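In the small GC cluster with the highest share of *Penk*+ nuclei, *Sorcs3* was detected in 87.6% ± 4.84 of the nuclei in WT and 86.9% ± 8.03 in V321L mice (SD, n = 4 each), although *Sorcs3* itself was left out of the clustering. In the remaining GCs it was detected in 8.42% ± 2.52 of WT and 10.4% ± 0.881 of V321L nuclei. A second small cluster, of 51 WT and 21 V321L nuclei, had *Sorcs3* in 83.1% ± 13.8 and 93.8% ± 12.5 of its nuclei.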

We performed FISH for *Sorcs3* transcripts in the DG and found a spatial bias of *Sorcs3*+ cells toward the GCL-MOL boundary like *Penk*+ cells (and SGCs) consistent with their embryonic origins (Fig S3D, right).

**Figure S3.**
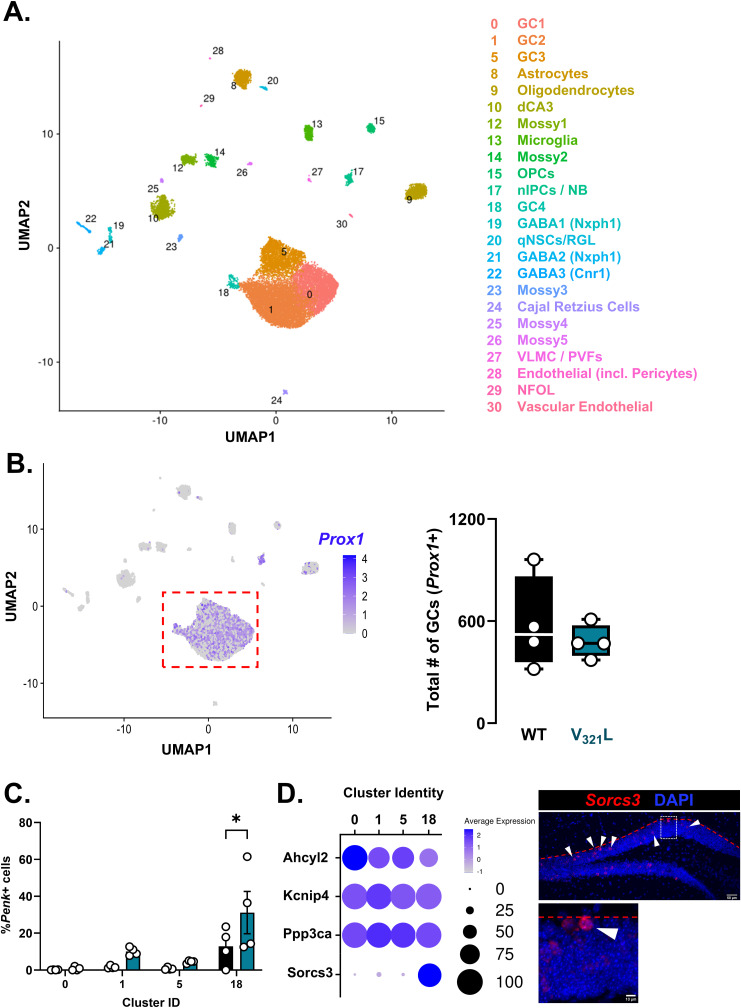
Expression of *Sorcs3* distinguishes SGC-enriched GC clusters. **(A)** UMAP showing the analyzed snRNA-Seq data. Legend indicates cluster numbers and cluster identities. N = 4 mice/genotype. Also see Fig S4. **(B)** (Left) UMAP showing the expression of the GC marker gene *Prox1* in all sequenced nuclei. (Right) Quantification of the number of cells expressing *Prox1* from the snRNA-Seq GC clusters. There were no significant differences between WT (black) and V_321_L (teal) mice in the total number of *Prox1*+ cells (Welch’s *t* test [two-tailed], *P* = 0.5; t = 0.6994, df = 3.762). N = 4 mice/genotype. **(C)** Quantification of the percentage of GCs expressing *Penk*+ in WT and V_321_L mice in individual GC clusters indicating cluster 18 as a cluster enriched for *Penk*+ GCs (SGCs). V_321_L mice had significantly higher enrichment of *Penk*+ GCs in cluster 18 compared with other GC clusters (two-way RM ANOVA, Cluster x Genotype, *P* = 0.2, Cluster, *P* = 0.0005, and Genotype, *P* = 0.054; Bonferroni corrected multiple comparisons: cluster 0 versus 18, ***P = 0.0007, cluster 1 versus 18, *P = 0.02, and cluster 5 versus 18, **P = 0.003). N = 4 mice/genotype. **(D)** (Left) Results of conserved marker gene testing across samples for GC clusters. Dot plot shows the expression of *Sorcs3* as the distinguishing feature of cluster 18. Legend alongside the dot plot indicates the color scale for average expression and size scale for proportion of cells expressing marker gene in each cluster. (Right) Representative image of a WT DG showing *Sorcs3* ISH (red) in the GCL. Inset shows a magnified image of an example cell expressing *Sorcs3* (arrowheads indicate *Sorcs3*+ cells in the GCL). Most of the *Sorcs3*+ cells were found spatially biased toward the GCL-MOL boundary (red dashed line), indicating that these cells are likely of embryonic origin.

**Figure S4.**
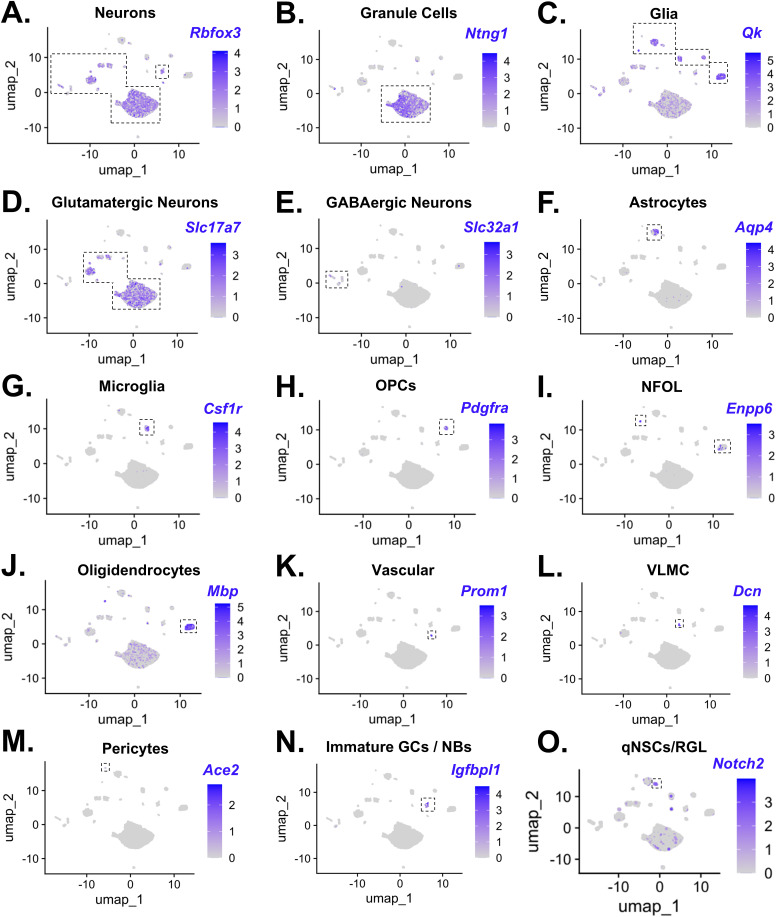
Cell-type annotation of the snRNA-Seq data using marker gene expression. **(A, B, C, D, E, F, G, H, I, J, K, L, M, N, O)** Following markers were used to identify cell types and annotate clusters: (A) Rbfox3: pan-neuronal marker; (B) Ntng1: granule cell marker; (C) Qk: pan-glial marker; (D) Slc17a7: glutamatergic neuronal marker; (E) Slc32a1: GABAergic neuronal marker; (F) Aqp4: astrocytic marker; (G) Csf1r: microglial marker; (H) Pdgfra: OPC marker; (I) Enpp6: marker for newly formed oligodendrocytes (NFOL); (J) Mbp: oligodendroglial marker; (K) Prom1: vascular cell marker; (L) Dcn: vascular leptomeningeal cell marker; (M) Ace2: pericyte marker; (N) Igfbpl1: immature GC/neuroblast marker; (O) Notch2: marker for quiescent neural stem cells/radial glia-like cells.

Table S1. Differentially expressed genes in V_321_L versus WT GCs.

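Counts summed over the GCs of each mouse were compared between genotypes with edgeR. Of the 12242 genes tested, 8601 had an adjusted p under 0.05, with 4715 higher and 3886 lower in V321L GCs. With library sizes in place of TMM, which shifted the median log2 fold change of all genes by 0.46, 6688 were higher and 2095 lower. Thinning of nuclei to 1000 UMIs left 6035 of 9224 genes. Among genes with a mean of at least 10 CPM and no overlap between genotypes, the largest rise was that of *Ndufa13*, with a log2 fold change of 6.08 (standard error 0.280, adjusted p = 1.01e-08), and the largest fall that of *Gm42418*, at -4.81 (standard error 0.239, adjusted p = 2.06e-08). The ribosomal protein genes, 81 of which were tested, had a median log2 fold change of 3.95, against 0.12 over all genes, and of the 35 splits of the 8 mice into 4 and 4 only that by genotype gave so small a p with camera (exact permutation p = 0.0286). The same genes had medians of 3.70 in astrocytes or radial glia, 4.26 in oligodendrocytes, 3.61 in other excitatory neurons and 4.19 in GABAergic neurons. Across genes, which are not independent replicates, the log2 fold changes in GCs and in these classes had Spearman's rho of 0.785, 0.765, 0.909 and 0.884. No gene had a genotype effect that differed between the sexes at an adjusted p under 0.05, and 344 had an unadjusted p under 0.05.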

To further assess the specificity of *Sorcs3* as an SGC marker in WT and V_321_L mice, we quantified the proportions of (*Penk*+*Sorcs3*+), (*Penk*+*Sorcs3*-), and (*Penk*-*Sorcs3*+) GCs in both WT and V_321_L mutant mice. 

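GCs with a UMI of both *Penk* and *Sorcs3* made up 0.553% ± 0.441 (SD, n = 4) of the GCs of WT and 2.56% ± 0.905 (SD, n = 4) of those of V321L mice (exact permutation test, p = 0.0286). After thinning to 1000 UMIs the shares were 0.269% ± 0.282 and 0.344% ± 0.294, and a difference was not detectable (exact permutation p = 0.743).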

We found that in line with the increase in the proportion of *Penk*+ cells (Fig 3D), V_321_L mice also showed an increase in the percentage of *Penk*+*Sorcs3*+ GCs (Fig S5A; *P* = 0.009). 

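The share of GCs with *Sorcs3* and no *Penk* UMI was 8.73% ± 2.50 (SD, n = 4) in WT and 9.38% ± 0.521 (SD, n = 4) in V321L mice (exact permutation test, p = 0.800). The direction turned after thinning to 1000 UMIs per nucleus, with 6.42% ± 1.11 in WT and 4.20% ± 0.834 in V321L mice (exact permutation p = 0.0286). *Sorcs3* UMIs summed over GCs were lower in V321L mice, with a log2 fold change of -1.39 (standard error 0.161, adjusted p = 5.21e-06 from edgeR).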

We found that there were no significant differences in the proportion of Penk-Sorcs3+ cells between WT and V_321_L mice (Fig S5A; *P* = 0.29), indicating that the mutation does not affect *Sorcs3* expression outside the *Penk*+ population of GCs indicating its retained specificity in the mutant mice. However, upon examining the proportions of *Penk*+*Sorcs3*- GCs, we found that this population of GCs was also expanded in the V_321_L mutant mice (Fig S5A; *P* = 0.0002) indicating the potential presence of further heterogeneity within the *Penk*+ (SGC) population. 

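GCs with *Penk* and no *Sorcs3* UMI made up 0.620% ± 0.175 (SD, n = 4) of the GCs of WT and 3.93% ± 0.624 (SD, n = 4) of those of V321L mice (exact permutation test, p = 0.0286). Thinned to 1000 UMIs, where *Sorcs3* is missed more often, they made up 0.399% ± 0.0923 and 1.65% ± 0.265 (exact permutation p = 0.0286). From the larger share of these GCs in V321L mice, the paper proposes that the *Penk*+ population is itself heterogeneous.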

Upon examination of clustering of these subpopulations, we found that *Penk*+*Sorcs3*- cells were excluded from cluster 18 in both WT and V_321_L mice (Fig S5B and C).

**Figure S5.**
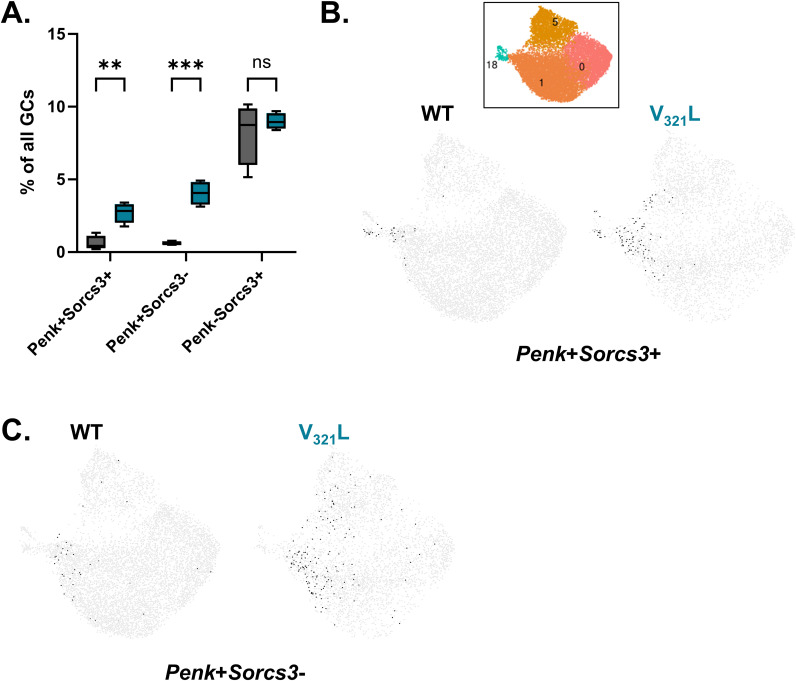
*Sorcs3* expression marks a specific GC population in WT and V_321_L mice. **(A)** Quantification of proportion of GCs expressing *(Penk+Sorcs+)*, *(Penk+Sorcs3-)*, or *(Sorcs3+Penk-)* from the snRNA-Seq GC clusters of WT (black) and V_321_L mice (teal). There was a significantly higher percentage of *Penk+Sorcs3+* and *Penk+Sorcs3-* GCs in the V_321_L mice. However, the percentage of *Sorcs3+Penk-* GCs was unchanged (2-way ANOVA, marker x genotype, *P* = 0.041, F[2, 12] = 4.199; Bonferroni corrected multiple comparisons, WT versus V_321_L-*Penk+Sorcs+*, *P* = 0.009, *Penk+Sorcs3-*, *P* = 0.0002, or *Sorcs3+Penk-*, *P* = 0.287). N = 4 mice/genotype. **(B)** UMAPs showing GCs expressing both *Penk* and *Sorcs3* in WT and V_321_L mice. Each black dot represents one GC expressing the combination of these genes. Inset shows the color-coded clusters and their IDs for the GC clusters shown in the UMAP. N = 4 mice/genotype. **(C)** UMAPs showing *Penk*+ GCs lacking the expression of *Sorcs3* in WT and V_321_L mice. Each black dot represents one GC. Note the absence of cells in cluster 18 in both genotypes. N = 4 mice/genotype.

### Discovery of novel marker genes for SGCs

We observed greater numbers and altered localization of *Penk*+ GCs in the V_321_L DG (Fig 3A, B, and D). We identified *Sorcs3* as a marker for GCs located in the *Penk*-enriched GC cluster (cl.18) (Fig S3D). Thus, we next asked if V_321_L mice had greater numbers and/or altered localization of *Penk*- *and Sorcs3*-co-expressing GCs using FISH. We found that V_321_L mice had significantly higher numbers of cells co-expressing *Penk* and *Sorcs3* (Fig 4A, *P* = 0.014). We also found a significantly higher number of *Penk*- and *Sorcs3*-co-expressing cells in V321L mice using snRNA-Seq (Fig 4b”, *P* = 0.03, FDR corrected q = 0.002). In addition, we noted that the *Penk+Sorcs3+* cells in the V_321_L DG were not restricted to the GCL-MOL boundary cell layers (Fig 4a’, *P* = 0.029), much like the morphologically identified SGCs (Fig 2H).

**Figure 4.**
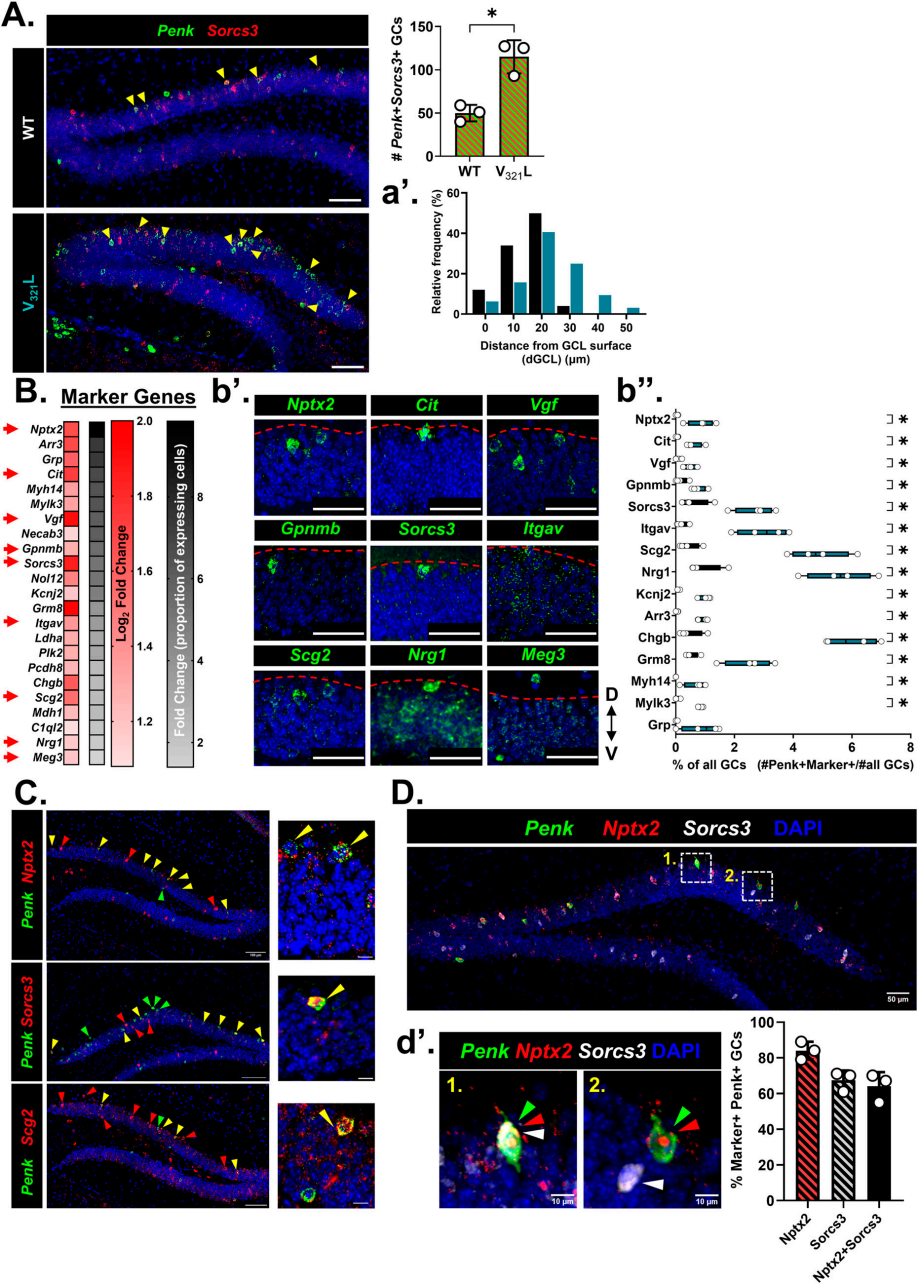
Discovery of novel marker genes for semilunar granule cells. **(A)** Co-expression of *Penk* and *Sorcs3* was evaluated in the V_321_L DG. Representative image from a 1-mo-old WT and V_321_L DG showing cells expressing *Penk* (green) and *Sorcs3* (red). Yellow arrowheads indicate *Penk+Sorcs3+* cells. Scale bar = 100 μm. (Right) Quantification of the number of *Penk+Sorcs3+* cells in the suprapyramidal blade (SPB) of the DG of WT and V_321_L mice. N = 9 sections from three mice; each dot represents one mouse. There were significantly more *Penk+Sorcs3+* cells in the V_321_L DG (Welch’s *t* test (two-tailed), *P* = 0.014; t = 5.278, df = 2.941). (a’) Frequency distribution of location (dGCL) of *Penk+Sorcs3+* cells in the SPB of the DG of WT and V_321_L mice (N = 3 mice each). The spatial distribution of labeled cells was significantly different between the genotypes, with the V_321_L mice showing more Penk+Sorcs3+ cells present in the lower layers of the GCL, away from the GCL-MOL boundary (K-S test, *P* = 0.029, D = 0.4). **(B)** Marker gene discovery for *Prox1*+*Penk*+ GCs (SGCs) identified several genes whose expression was enriched in SGCs. The red gradient heatmap shows the expression of the designated genes as log2 fold change relative to non-SGCs (*Prox1*+*Penk*- GCs). The accompanying black gradient heatmap indicates the degree of exclusivity of the expression of the identified putative SGC marker genes (% *Penk*+ GCs/% *Penk*- GCs). Red arrows indicate genes chosen for validation via ISH. (b’) Expression of the indicated subset of the putative marker genes was evaluated in the young adult DG (2 mo) using RNAScope ISH. Images of the middle of the GCL in the suprapyramidal blade of the DG were examined. Most of the genes enriched in *Penk*+ GCs were found to be highly expressed in cells located closer to/at or beyond the boundary between the GCL and MOL (red dashed line) in line with stereotypical location of SGCs. Scale bar = 50 μm. (b’’) Quantification of % of *Penk*+ GCs expressing selected marker genes in WT and V_321_L mice. A number of cells co-expressing *Penk* and each of the marker genes were obtained from the snRNA-Seq data and divided by the total number of cells in clusters 0, 1, 5, and 18. WT and V_321_L samples were compared for each gene using multiple Mann–Whitney tests with an FDR correction. With the exception of Grp (WT versus V321L, FDR adj.*P* = 0.14, U = 2.5), V321L samples had significantly more cells co-expressing Penk and selected marker genes (WT versus V321L, FDR adj.*P* = 0.03, U = 0) (N = 4 mice/genotype; 2M, 2F). **(C)** Co-expression of *Penk* (green) and several marker genes (red) was evaluated using RNAScope multiplex ISH. Images showing co-expression of *Penk* with either *Nptx2* (top), *Sorcs3* (middle), or *Scg2* (bottom) are shown. Scale bar = 100 μm. Red arrowheads indicate cells expressing marker gene alone, green arrows indicate cells expressing *Penk* alone, and yellow arrows indicate cells co-expressing *Penk* and marker gene. Inset shows a higher magnification image of a few example cells with *Penk*-marker co-expression (yellow arrowheads). Scale bar = 10 μm. **(D)** Co-expression of *Penk*, *Nptx2*, and *Sorcs3* was evaluated as a defining feature for identification of SGCs. Representative image from a 2-mo-old WT DG showing cells expressing *Penk* (green), *Nptx2* (red), and *Sorcs3* (white). Scale bar = 50 μm. Insets labeled 1 and 2 show cells expressing different combinations of the selected markers. Inset 1 shows a *Penk+Nptx2+Sorcs3*+ cell. (d’) (Left) Inset 2 shows two labeled cells—one expressing *Sorcs3* alone (white arrowhead) and another expressing *Penk* and *Nptx2* (green and red arrowheads). Scale bar = 10 μm. (Right) Quantification of the percentage of *Penk*+ cells expressing the selected marker gene combinations in the suprapyramidal blade of the DG of WT mice. N = 9 sections from three mice; each dot represents one mouse. Percentage of *Penk*+*marker*+ cells is as follows (mean ± std.dev): *Nptx2* (red with black patterned fill), 84 ± 5%, *Sorcs3* (gray with black patterned fill), 67.3 ± 5.5%, and *Nptx2+Sorcs3* (black filled bar), 64 ± 7.9%.

To ascertain whether the increase in *Penk*+ or *Penk+Sorcs3+* GCs reflected up-regulation of *Penk* and/or *Sorcs3* because of the loss of Nrg1 nuclear back-signaling, or whether it indeed reflected an increase in molecularly defined SGCs, we sought to identify additional genetic markers for this cell type. We reasoned that combinatorial detection of such markers could discern changes in cell-type composition versus changes in regulation of *Penk* expression. 

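Counts were summed over the *Penk*+ and over the *Penk*- GCs of each of the 8 mice and compared with edgeR, with mouse as a block. There were 345 *Penk*+ GCs, and 79.1% of them came from V321L mice. Of 8671 genes tested, 55 besides *Penk* had a log2 fold change of at least 1 and an adjusted p of at most 0.05, and 16 of these were higher in *Penk*+ GCs in every mouse. Of the genes higher in every mouse, the 5 with the largest log2 fold change were *Sorcs3*, *Grm8*, *Sgcz*, *Ptprm* and *Nectin3*. *Sorcs3* had a log2 fold change of 1.93 (standard error 0.145, adjusted p = 7.06e-37) and *Grm8* one of 1.79 (standard error 0.152, adjusted p = 1.01e-28). *Nrg1* was higher by a log2 fold change of 1.25 (standard error 0.149, adjusted p = 3.34e-14), in 8 of 8 mice. By the same limits, 91 genes were lower in *Penk*+ GCs. Without a filter on low counts, 101 genes were higher. When each *Penk*+ nucleus was matched to 5 *Penk*- nuclei of the same mouse with the closest UMI count, 18 genes were higher, 13 of them among the 55. *Ptprm* and *Nectin3* had no value in that comparison, so a gene absent from the 18 need not have lost its difference. *Sorcs3* had a log2 fold change of 1.98 there, *Sgcz* one of 1.90, *Grm8* one of 1.74 and *Nrg1* one of 1.38. In WT mice alone 18 genes were higher, 13 of them among the 55.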

We assessed differential gene expression in *Penk*+ GCs compared with *Penk*-negative GCs yielding 102 genes whose expression was significantly enriched in *Penk*+ GCs (fold change of ≥2 and adj. *P* ≤ 0.05). We rank-ordered these genes based on the ratio of percentage of *Penk*+ cells expressing them to the percentage of *Penk*- cells expressing them; 23 of these genes are displayed in Fig 4B (see Table S2). Of these, we selected nine genes for further validation using FISH to assess spatial localization consistent with embryonically born GCs. We found that different genes displayed varying degrees of spatial bias toward the GCL-MOL boundary with some showing a more exclusive spatial segregation such as neuronal pentraxin 2 (*Nptx2*), Citron (*Cit*), and *Sorcs3*, which we showed earlier to also be a marker gene for cluster 18—the cluster enriched for *Penk*+ GCs (Fig 4b’). We next quantified the percentage of *Penk*+ GCs co-expressing each of these marker genes in the WT and V_321_L DG snRNA-Seq datasets. Except for gastrin-releasing peptide (*Grp*) (Mann–Whitney test, *P* = 0.1, two-stage step-up Benjamini–Krieger–Yekutieli FDR corrected for multiple comparisons, q = 0.01, U = 2.5), all other marker gene Penk-co-expressing cells formed a significantly higher proportion of all GCs in the V_321_L mice (Fig 4b”, *P* = 0.03, FDR corrected q = 0.002). 

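For 12 marker genes, GCs with a UMI of both *Penk* and the marker were counted as a share of all GCs. The mean share was higher in V321L mice for all 12, and 11 had an adjusted p of 0.0312 over the 12 (exact permutation tests, 4 mice against 4). *Grp* was the exception, at 0.0188% ± 0.0377 in WT and 0.910% ± 0.628 in V321L mice (SD, n = 4 each, exact permutation p = 0.143). The highest share in V321L mice was that of *Chgb*, at 5.67% ± 0.839 against 0.444% ± 0.377 in WT mice. In WT mice the highest was that of *Nrg1*, at 0.929% ± 0.547. With nuclei thinned to 1000 UMIs the means of all 12 remained higher in V321L mice, but 0 passed, with a lowest adjusted p of 0.171 (exact permutation tests). *Scg2*, at 0.165% ± 0.0861 and 0.720% ± 0.0772, and *Chgb*, at 0.121% ± 0.115 and 0.966% ± 0.308, still lay apart without overlap (exact permutation p = 0.0286 each), but 4 mice against 4 can pass over 12 markers only where at least 7 reach this smallest p.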

Intriguingly, this increase in numbers of *marker*+*Penk*+ cells was only observed in *Penk* and *Nrg1* co-expressing GCs (Fig S6A) and not in *Nrg1*-non-expressing *Penk*+ GCs (Fig S6B). 

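GCs with UMIs of *Penk*, *Nrg1* and a marker, as a share of all GCs, were more frequent on average in V321L mice for all 11 markers other than *Nrg1*, and 9 had an adjusted p of 0.0349 (exact permutation tests, 4 mice against 4). For GCs with *Penk* and a marker but no *Nrg1* UMI, again as a share of all GCs, the means of all 11 were also higher in V321L mice, and for 5 of them every V321L mouse lay above every WT mouse, but with a lowest adjusted p of 0.0629 none passed (exact permutation tests). *Chgb*, one of the 5, was found with *Penk* and without *Nrg1* in 0.0529% ± 0.0693 of all WT and 0.946% ± 0.317 of all V321L GCs (SD, n = 4 each, exact permutation p = 0.0286). Over 11 markers the smallest possible p passes only where more than 5 reach it. The difference between GCs with and without *Nrg1* was not tested. After thinning to 1000 UMIs per nucleus, 0 markers passed in either group.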

In FISH experiments for *Penk* and *Nrg1*, we found that most of the *Penk*+ GCs co-expressed *Nrg1* (∼94%) (Fig S6B, inset). We next performed FISH to detect the co-expression of *Penk* with candidate markers such as *Nptx2*, *Sorcs3*, and *Scg2* and found strong overlap between *Penk* and the selected marker genes, particularly biased toward the GCL-MOL boundary of the suprapyramidal blade of the DG (Fig 4C). We selected *Nptx2* and *Sorcs3* given their higher relative exclusivity for expression toward the GCL-MOL boundary compared with *Scg2*. We quantified the degree of overlap between *Penk* and *Nptx2* or *Sorcs3* and of all three genes using FISH. We found that on average 84% of the *Penk*+ GCs also expressed *Nptx2*, and 67% of the *Penk*+ GCs also expressed *Sorcs3*. The co-expression of *Nptx2* and *Sorcs3* was detected in 64% of the *Penk*+ GCs (Fig 4D and d’). Taken together with the restriction of *Penk-* and *Sorcs3*-co-expressing cells in the cell body layers at the GCL-MOL boundary (Fig 4a’) and the recently reported SGC-like morphology of *Penk*+ GCs (Mortessagne et al, 2024), these data indicate that the *Penk*, *Nptx2*, and *Sorcs3 *co-expressing population of GCs represents SGCs.

Table S2. Differentially expressed genes in Penk+ GCs versus Penk- GCs.

**Figure S6.**
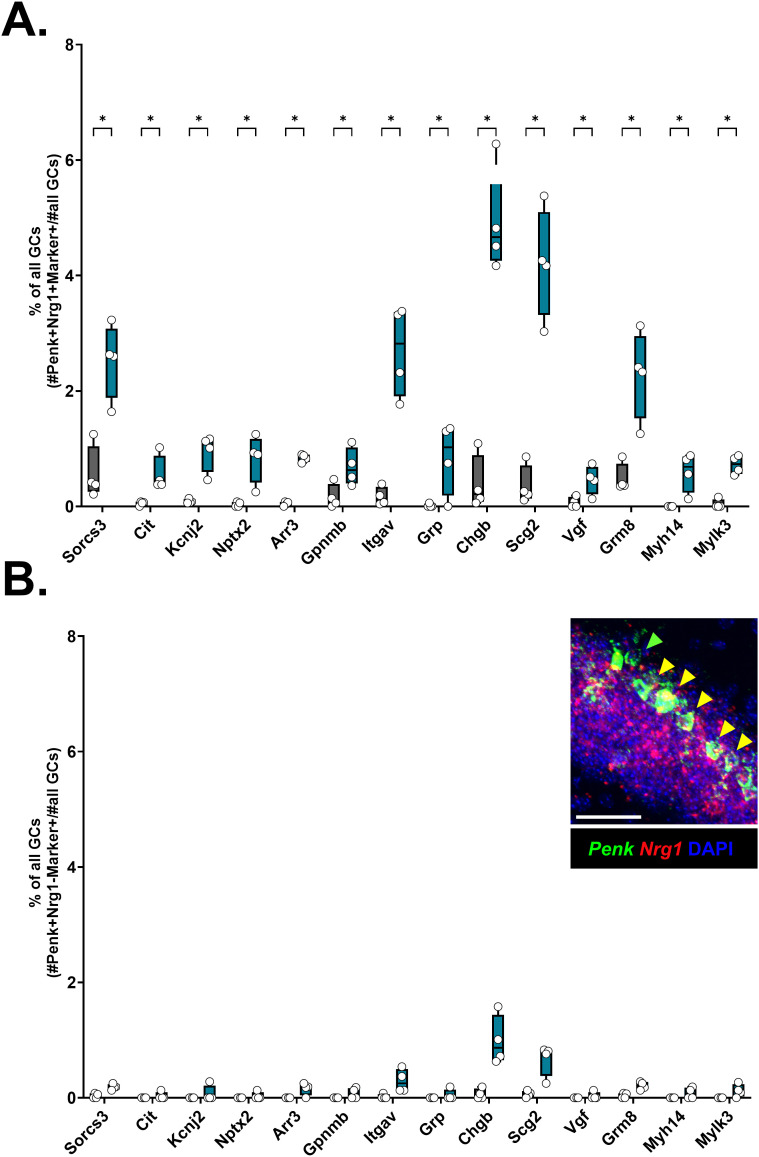
Increase in the number of cells expressing SGC-enriched genes in V_321_L mice is specific to Nrg1-expressing SGCs. **(A)** Quantification of the percentage of *Penk*+*Nrg1*+ GCs expressing selected marker genes in WT and V_321_L mice. A number of cells co-expressing *Penk*, *Nrg1*, and each of the marker genes were obtained from the snRNA-Seq data and divided by the total number of cells in clusters 0, 1, 5, 18. WT and V_321_L samples were compared for each gene using multiple Mann–Whitney tests with an FDR correction. With the exception of Grp (WT versus V_321_L, FDR adj.*P* = 0.14, U = 2.5), V_321_L samples had significantly more cells co-expressing *Penk* and selected marker genes (FDR adj.*P* < 0.1, U = 0 or 1) (N = 4 mice/genotype). **(B)** Quantification of the percentage of *Penk*+*Nrg1*- GCs expressing selected marker genes in WT and V_321_L mice. A number of non–*Nrg1*-expressing cells co-expressing *Penk* and each of the marker genes were obtained from the snRNA-Seq data and divided by the total number of cells in clusters 0, 1, 5, and 18. WT and V_321_L samples were compared for each gene using multiple Mann–Whitney tests with an FDR correction. *Sorcs3*, *Itgav*, *Chgb*, *Scg2*, and *Grm8* (WT versus V_321_L, FDR adj.*P* = 0.08, U = 0), all other marker genes (WT versus V_321_L, FDR adj.*P* > 0.1). Overall, the % of *Penk*+ GCs co-expressing marker genes was lower in *Nrg1*-non-expressing GCs than *Nrg1*+*Penk*+ GCs (N = 4 mice/genotype). (Inset) Representative image showing GCs expressing *Penk* (green), *Nrg1* (red), and DAPI (blue). Co-expressing cells are denoted by yellow arrowheads. Scale bar = 50 μm.

### Non-SGCs harbor the potential to express an SGC-like transcriptomic state

SGCs are thought to be generated exclusively during embryonic development; however, several lines of evidence suggest that the adult DG possesses the capacity to produce SGCs (Lauer et al, 2003; Kim et al, 2009; Fitzsimons et al, 2013; Llorens-Martin et al, 2014; Terreros-Roncal et al, 2019; Mortessagne et al, 2024). We found that the SGC-enriched cluster of GCs (cl.18) was closely related to other GC clusters. Marker gene discovery was unable to identify any gene with unique expression that distinguished clusters 0, 1, and 5 from each other or from cluster 18 (Fig S3D). However, cluster 18 GCs showed the expression of *Sorcs3* as a unique marker, suggesting that the SGC-like transcriptomic state could be conceptualized as a modular “add-on extension” to a general GC-like transcriptome. To test this “add-on” concept, we performed trajectory analysis on the GC clusters using Monocle3 (Cao et al, 2019). To assign the root node, we assessed the expression of *Camk4*, which has been shown to transiently increase in expression in maturing GCs and *Ntng1*, whose expression gradually increases and peaks as GCs mature (Hochgerner et al, 2018) (Fig 5A and a’). FISH for *Camk4* and *Ntng1* revealed that they were expressed in a spatial gradient in the DG GCL such that *Camk4*-expressing cells occupied the lower half of the GCL in proximity to the hilus (Hi), whereas the *Ntng1*-expressing cells occupied the upper half in proximity to the molecular layer (MOL) (Fig 5A). Because the DG laminates “outside-in,” *Camk4*+ GCs represent GCs with a more recent birthdate compared with *Ntng1*+ GCs. We examined the expression of *Camk4* and *Ntng1* in our GC clusters and found opposing gradients of expression in the UMAPs such that cluster 0 GCs represented the younger GCs occupying the bottom half of the GCL, whereas GCs located along the continuum from cluster 0 to cluster 18 showed gradually increasing *Ntng1* expression, likely representing GCs located in the top half of the GCL (Fig 5a’). 

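For each GC, the expression of *Camk4* and of *Ntng1* was averaged over its 30 nearest neighbours in the same mouse. Across GCs within a mouse, Spearman's rho between the 2 averages was -0.404 ± 0.111 (SD, n = 8 mice) and negative in 8 of 8 mice (exact sign-flip test, p = 0.00781, the smallest possible). It averaged -0.363 ± 0.0921 in WT and -0.446 ± 0.124 in V321L mice. Averages over overlapping neighbourhoods are not independent, so the mouse was the unit of the test.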

Next, we computed pseudotime for the cells falling along these trajectories (Fig 5B). The top gene explaining pseudotime in WT DG was found to be *Sorcs3*, the cluster 18 marker gene that we also found to be a marker gene for SGCs (Table S3). 

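Autocorrelation was computed as Moran's I over the nearest-neighbour graph of the GCs, in place of the trajectory graph of the paper, which was not used here. In WT GCs *Sorcs3* ranked 1 of 9000 genes, with an I of 0.335, ahead of *Nrg1* at 0.240. It also ranked 1 in V321L GCs, with an I of 0.351. These graphs were built with *Sorcs3* and *Nrg1* among the genes. On a graph of WT GCs without *Penk* and the marker genes, *Sorcs3* still ranked 1, with an I of 0.258, and *Nrg1* ranked 7, at 0.177. When the upper limits on UMIs and genes were dropped, *Sorcs3* ranked 5 in WT GCs.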

In line with this, cells with late pseudotime were found toward the end of cluster 1 and in cluster 18, where we previously noted the presence of *Penk*+ GCs (Fig 3D). Trajectories in the V_321_L DG were highly altered, and cells with late pseudotime were present in cluster 5 (Fig 5B, right). The cluster 1–18 transition area in V_321_L clusters fell along an intermediate pseudotime; however, *Sorcs3* expression still faithfully represented the cells in this zone indicating the preserved molecular profile of SGCs in the V_321_L DG. To address differences in cell sampling between WT and V_321_L GCs, we performed downsampling of WT GCs and recalculated pseudotime and gene expression associated with pseudotime (Fig S7A). We found that the pseudotime ordering of GCs and associated gene expression states were robust to differences in sampling frequency, with *Sorcs3* still representing cells with the maximal pseudotime (Fig S7B). We next used “Trajectory Geometry” to assess whether the identified trajectories in WT and V_321_L mice have well-defined directionality (Laddach et al, 2024). First, we tested cells along the identified trajectories in the WT mice (original and downsampled) against 1,000 iterations of pseudotime randomized cell trajectories. WT original and downsampled trajectories resulted in significantly lower spherical distances compared with randomized ones indicating the presence of a definite directionality within the trajectories (Wilcoxon’s signed rank test, randomized versus WT original, *P* = 4.25 × 10^−11^, randomized versus WT downsampled, *P* = 8.00 × 10^−31^). Similarly, the V_321_L trajectory also produced a significantly smaller spherical distance relative to randomized trajectories (Wilcoxon’s signed rank test, randomized versus V_321_L, *P* = 3.17 × 10^−54^). Interestingly, the spherical distances obtained for the WT trajectories were greater than those for the V_321_L trajectory indicating the presence of more complex fate decisions as seen by the branching in the WT trajectory. Importantly, although both the original and downsampled WT data yielded valid and statistically significant trajectories, they reflect different levels of complexity based on sampling. Thus, trajectory inference is not exhaustive but rather an approximation of lineage dynamics based on available cellular content.

**Figure 5.**
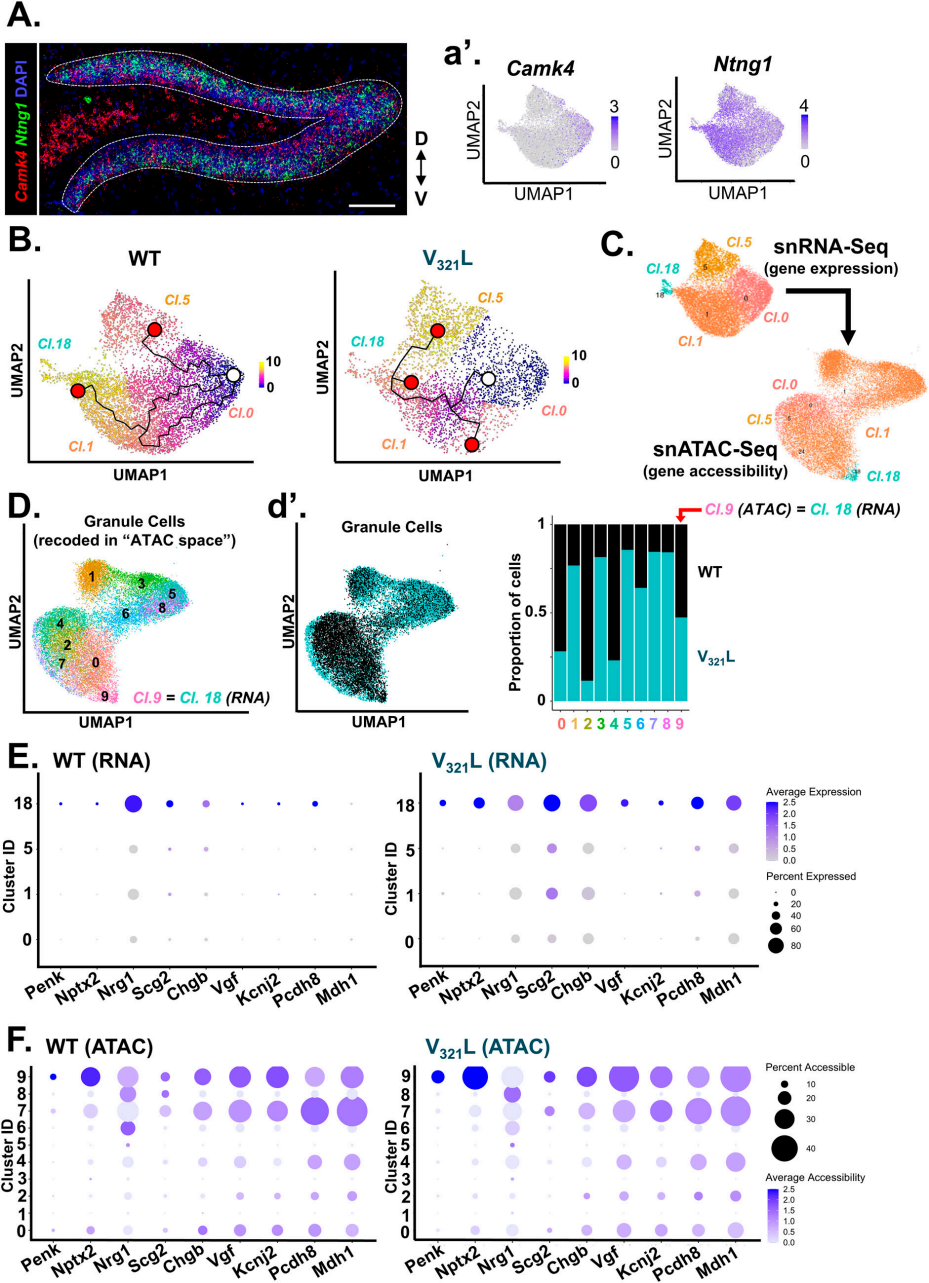
Non-SGCs harbor the potential to express an SGC-like transcriptomic state. **(A)** Representative image of a WT DG showing the expression of *Camk4* (red) and *Ntng1* (green). The DG blades are outlined with a white dashed line. Scale bar = 100 μm. The anatomical legend indicates orientation of the slice (D = dorsal, V = ventral). **(A)** (a’) UMAPs showing the expression of the early-stage maturation marker gene *Camk4* (left) and late-stage maturation marker *Ntng1* (right) with opposing gradients of expression within the granule cell clusters similar to their opposing gradients of expression within the GCL as shown in Panel (A). **(B)** Trajectory mapping using Monocle3 reveals different trajectories between WT and V_321_L GCs. Pseudotemporal ordering of cells was performed by assigning root nodes in cluster 0 owing to higher *Camk4* expression. (Left) In WT GCs, cluster 18 and adjoining cells in cluster 1 have the highest pseudotime, whereas cluster 5, which hosts one of the trajectory end points, is at an intermediate pseudotime. (Right) In V_321_L GCs, cluster 18 and adjoining cells in cluster 1 have an intermediate pseudotime with a branched trajectory terminating at that junction. Meanwhile, cluster 5 houses cells with the highest pseudotime. The white circle indicates the root node for the trajectories, and the red circles indicate end points for the different trajectories. **(C)** GCs from snRNA-Seq clusters (clusters 0,1,5, and 18) were assessed for their chromatin accessibility using ATAC-Seq. UMAPs show GC clusters based on their gene expression profiles (RNA-Seq, top) and the same GCs clustered based on their gene accessibility profiles (ATAC-Seq, bottom). Colors and cluster IDs indicate identity based on gene expression. **(D)** GCs were clustered based on gene accessibility (ATAC-Seq) and assigned new cluster IDs. Note that RNA-Seq cluster 18 GCs maintained their own cluster in the “ATAC space” as cluster 9. (d’) (Left) UMAP of snATAC-Seq showing clusters of WT (black) and V_321_L (teal) nuclei. (Right) Quantification of proportional makeup of each of the snATAC-Seq clusters based on the genotype (WT versus V_321_L) of the nuclei. Except for cluster 9, all the other clusters were either biased toward WT or V_321_L nuclei. **(E)** Dot plot for nine example SGC-enriched genes showing average gene expression (snRNA-Seq) represented by the color of the dots. Percentage of cells with the expression of the specified gene within a given cluster is represented by the size of the dots according to the accompanying legend. Data from GCs—clusters 0, 1, 5, and 18—are shown split by genotype—WT (left) and V_321_L (right). Note that the expression of SGC-enriched genes is largely restricted to cluster 18 in WT GCs. **(F)** Dot plot for nine example SGC-enriched genes showing average gene accessibility (snATAC-Seq) represented by the color of the dots. Percentage of cells with accessibility of the specified gene within a given cluster is represented by the size of the dots according to the accompanying legend. Data from GCs—clusters 0–9—are shown split by genotype—WT (left) and V_321_L (right). Note, cluster 18 GCs from Panel E are represented in cluster 9. Thus, genes enriched for expression in SGCs are broadly accessible to GCs.

Table S3. Genes correlated with pseudotime from Monocle3 trajectory analysis.

**Figure S7.**
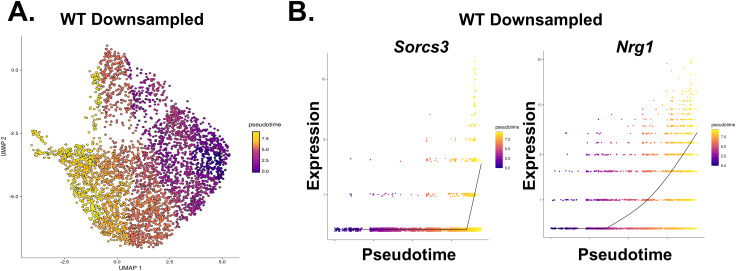
Alterations to GC maturation trajectories in V_321_L DG indicate loss of complexity in fate decisions. **(A)** UMAP of WT GCs downsampled to match the V_321_L dataset. Pseudotime overlay is indicated by the color according to the heatmap legend computed using Monocle3. Note the preservation of pseudotime gradient relative to the original WT dataset shown in Fig 5B. **(B)** Plots showing the expression of pseudotime-associated genes on the y-axis versus pseudotime on the x-axis. Each dot represents a single cell, and color code is given by the heatmap legend given alongside. *Sorcs3* and *Nrg1* remained some of the top pseudotime-associated genes in the downsampled data. The line denotes the average expression.

Taken together, these data indicate that SGCs can be placed along a molecular continuum of GC maturation and that the SGC transcriptomic phenotype is largely unaltered in the V_321_L DG. Acquisition of an SGC-like transcriptomic state would necessitate accessibility of SGC-enriched genes along with the presence of the appropriate transcriptional regulators, which can activate/derepress the SGC-enriched genes. To investigate the former of these two requirements, we examined chromatin accessibility in the same GCs that were profiled for gene expression. We remapped the GCs identified based on their gene expression profiles into the “ATAC space” (Fig 5C). We noticed that GCs from clusters 0 and 18 preserved their within-cluster cohesion continuing to cocluster in a single ATAC cluster each. However, GCs from clusters 1 and 5 were found to distribute into eight smaller subclusters (Fig 5D). These results potentially indicate a more dynamic restructuring of the chromatin landscape in GCs that represented the intermediate pseudotimes. We also noted that there was a dramatic difference in the distribution and clustering of GCs from WT and V_321_L DG based on chromatin accessibility (Fig 5d’, left). 

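The mixing of genotypes by accessibility was measured over the 25604 of 150226 merged regions with a peak in every library, after drawing 811 GCs per mouse. The paper used a unified set of peaks. The choice made here leaves out any region without a called peak in some library, such as one open in V321L mice alone. Of the 30 nearest neighbours from other mice, 50.3% had the same genotype, where an even mixture gives 42.9%. Of the 35 ways to split the 8 mice into 4 and 4, the genotypes gave the highest share, and the next split gave 50.1%. With GCs thinned to 1000 ATAC counts the share was 43.0%, and 13 of the 35 splits gave a share as high. Whether so few counts over these regions could show a separation was not tested. Median ATAC counts per nucleus ranged from 1925.5 to 5812 in the WT and from 2094 to 11095 in the V321L mice.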

Cluster 9 was comprised of the *Penk*+ GCs, and it was uniformly populated by WT and V_321_L GCs; however, cluster 4 that was comprised of the *Camk4*+ GCs (cluster 0 in the “RNA space”) was disproportionately populated by WT GCs, which made up ∼75% of all cells in that cluster. These results indicate that V_321_L GCs might escape a “younger” chromatin state. To investigate this further, we performed trajectory analysis and pseudotime mapping of the ATAC-Seq data (Fig S8). Once again, we found that the *Penk*+ GCs (now located in ATAC cluster 9) had the maximum pseudotime values based on chromatin accessibility (Fig S8A, left). Intriguingly, in the analysis of WT GCs, there were three end points to the trajectories, one of which terminated at the cluster with the maximal pseudotime. However, in the V_321_L GCs, there was only one end point terminating at cluster 9 (Fig S8A, right). We evaluated the accessibility of the *Penk* transcription start site (TSS) (±1 kb) and found that accessibility of the *Penk* TSS increased along pseudotime in both WT and V_321_L GCs, but the trajectories traversed different clusters (Fig S8B and b’). Surprisingly, unlike the WT-V_321_L difference in total number of cells expressing *Penk* (Fig 1F), the total number of GCs having the *Penk* locus accessible was not significantly different between the genotypes (Fig S8b”; *P* = 0.9). Therefore, next we compared the expression and accessibility of the SGC-enriched genes in WT and V_321_L GCs. 

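A peak overlapping the *Penk* TSS ± 1 kb was called in 7 of the 8 libraries and not in that of 1 V321L male (M2), which gives no value. The files place the TSS at position 4138477 of chromosome 4, on a genome build they do not name. At least 1 count in this peak was found in 1.27% ± 0.547 (SD, n = 4) of the GCs of WT and 2.75% ± 0.755 (SD, n = 3) of those of V321L mice, and each of the 3 V321L mice lay above each WT mouse (exact permutation test, p = 0.0286, the smallest that 4 mice against 3 allow). At 1000 ATAC counts per nucleus the means were 0.340% and 0.891% (exact permutation p = 0.0286). With the library without a called peak counted as 0, a setting chosen after the data were seen, the difference was 0.795 percentage points (exact permutation p = 0.314). Peaks were called in each library separately, so their bounds differ between mice.

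**Figure D2:**
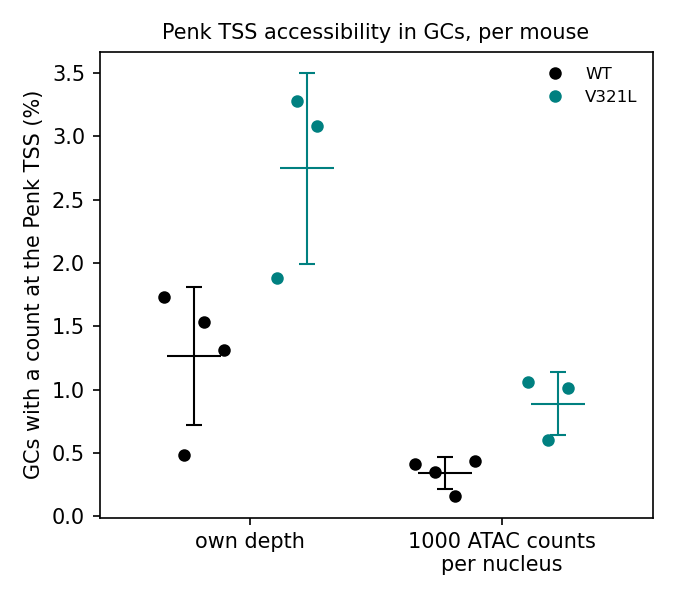
Share of GCs with a count in the peak at the *Penk* TSS (%) in each WT (black) and V321L (teal) mouse, at the depth of each nucleus and after thinning to 1000 ATAC counts. Points are mice and bars are the mean ± SD of 4 WT and 3 V321L mice, which do not overlap at either depth.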

We examined the expression of a select set of SGC-enriched genes for which there were RNA and ATAC counts present for each cell (Fig 5E and F). As shown earlier, there were more cells expressing SGC-enriched genes in V_321_L mice and the expression was not as restricted to cluster 18 compared with the WT GCs (Fig 5E). 

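The expression of 9 SGC-enriched genes (*Penk*, *Nptx2*, *Nrg1*, *Scg2*, *Chgb*, *Vgf*, *Kcnj2*, *Pcdh8* and *Mdh1*) was measured outside the small GC cluster with the highest share of *Penk*+ nuclei. All 9 were detected in a larger mean share of these GCs in V321L mice, and 8 of 9 at 1000 UMIs per nucleus, the exception being *Nrg1*. *Scg2* was found in 12.2% ± 4.77 of these GCs in WT and 51.1% ± 5.04 in V321L mice (SD, n = 4 each). At 1000 UMIs per nucleus it was found in 7.39% ± 1.72 and 19.4% ± 1.04. The genotypes did not overlap at either depth (exact permutation p = 0.0286, the smallest possible). Adjusted over 16 genes this p was 0.0352 at full depth and 0.0508 after thinning (exact permutation tests). The adjusted values differ because fewer of the 16 genes reached the smallest p after thinning, so the second says little about *Scg2* alone. *Nrg1* was found in 42.4% ± 6.24 and 52.4% ± 7.89, but at 1000 UMIs per nucleus in 34.7% ± 3.46 and 29.1% ± 3.93 (exact permutation p = 0.114 and 0.0857). Summed over all GCs, *Nrg1* was lower in V321L mice, with a log2 fold change of -1.13 (standard error 0.165, adjusted p = 3.62e-05 from edgeR). Inside the small cluster, at full depth, all 9 genes but *Nrg1* also had a larger mean share in V321L mice. For *Scg2* it was 29.9% in WT and 79.9% in V321L mice. The ratio of the share inside to that outside was lower in V321L mice for all but *Nptx2* and *Pcdh8*. This ratio cannot exceed the inverse of the share outside. For *Scg2*, *Chgb*, *Mdh1* and *Nrg1* the highest possible ratio in V321L mice lay below that observed in WT mice, so their direction was fixed. The WT ratio of *Nptx2* was 0, as no WT nucleus of the small cluster had a UMI of it.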

Cluster 18 GCs (RNA-Seq) were remapped to cluster 9 (ATAC-Seq), and we found accessibility for each of the marker genes was present in cluster 9 of both WT and V_321_L GCs (Fig 5F). However, we also found SGC-enriched genes to be accessible in cells in nearly all other clusters for both genotypes.

**Figure S8.**
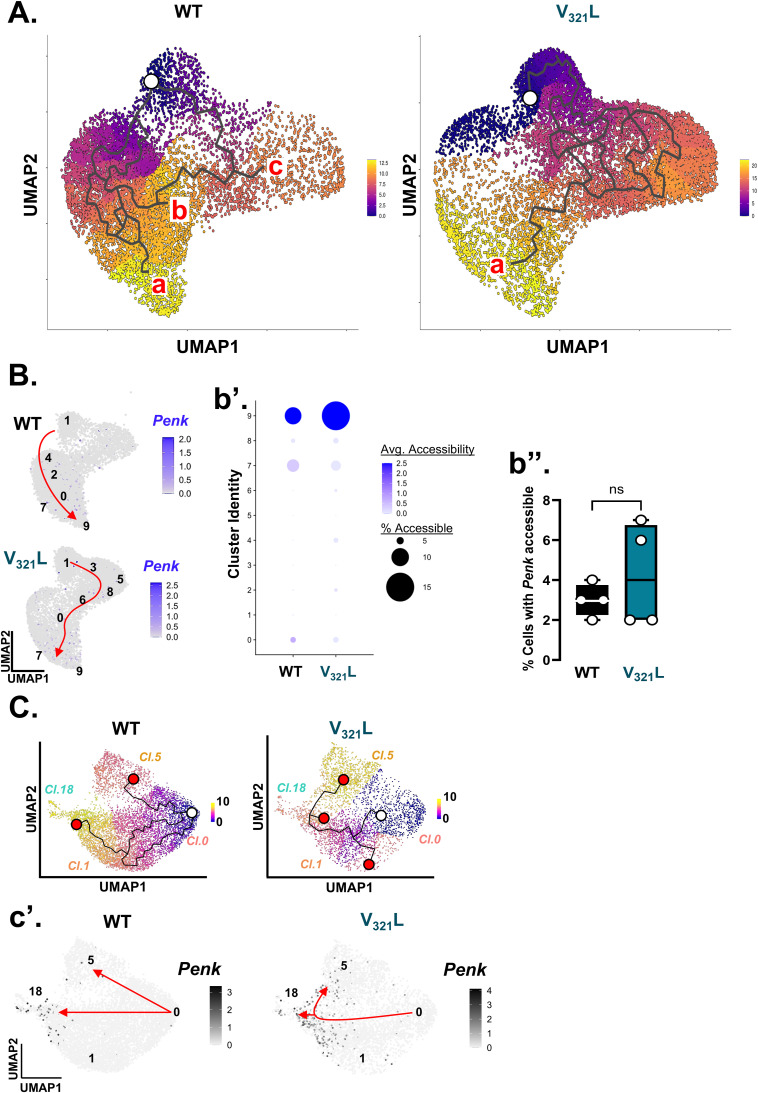
*Penk* gene accessibility increases along the GC maturation trajectory. **(A)** UMAPs show snATAC-Seq data from WT (left) and V_321_L (right) mice with trajectories and pseudotime overlays indicated by the color according to the heatmap legend computed using Monocle3. End-trajectory points are labeled by (“a,” “b,” “c”) in order of decreasing pseudotime. Note the dramatically different trajectories in WT versus V_321_L cells ending in cluster 9 (SGC-enriched cluster). **(B)** UMAPs show accessibility of the *Penk* gene locus in WT and V_321_L nuclei. Each dot represents a single nucleus color-coded by the gene activity score (accessibility of the transcription start site and 1-kb surrounding regions). Cluster IDs are overlaid on the UMAPs with a schematic representation of the end-to-end trajectories represented by red arrows. Note the distinct progression between WT and V_321_L cells; WT: cluster 1→4→2→0/7→9 whereas V_321_L: cluster 1→3→5/8→6→0→9. (b’) Dot plot showing average gene accessibility for *Penk* represented by the color of the dots and percentage of cells showing accessibility within a given cluster represented by the size of the dots. In WT DG, accessibility of the *Penk* locus increases along the maturation trajectory being undetectable in clusters 0–2 and gaining accessibility toward the end of the trajectory. In V_321_L DG, the locus is also accessible in clusters 6, 4, and 2. (b’’) Quantification of the percentage of GCs with the *Penk* locus accessible in GCs from WT and V_321_L mice. There were no significant differences between the genotypes (Mann–Whitney test, *P* = 0.9, U = 7). N = 4 mice/genotype. **(C)** UMAPs showing snRNA-Seq data from WT (left) and V_321_L (right) mice with trajectories and pseudotime overlays indicated by the color according to the heatmap legend computed using Monocle3 (same as Fig 5B). (c’) UMAPs show expression of the *Penk* gene in WT and V_321_L nuclei. Cluster IDs are overlaid on the UMAPs with a schematic representation of the end-to-end trajectories represented by red arrows highlighting a single main trajectory in the V_321_L DG similar to the ATAC-Seq data.

These data indicate that GCs in WT mice might use an active repressive mechanism to prevent the expression of SGC marker genes in non-SGCs, and this mechanism might be disrupted in the V_321_L DG. To investigate this further, we searched for putative regulators for the SGC-enriched genes using ChEA and ENCODE databases. We identified 60 genes whose expression was enriched in *Penk*+ GCs and which were also correlated with maximal pseudotime in the trajectory analysis of GC gene expression (Fig 5B; Table S1). We found strong enrichment for regulation of these genes by Suz12, a core component of the polycomb repressive complex 2 (PRC2) (Table S4).

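The 21 SUZ12 target genes of Table S4 were taken as a set and compared between genotypes in GCs. Of these, 5 were higher and 12 lower in V321L GCs at an adjusted p under 0.05, adjusted over the list alone as well as over all genes tested. The study chose the list on these samples, so the first count is not independent evidence. The median log2 fold change of the set was -0.51 (camera with a preset correlation of 0.01, p = 0.0434, lower in V321L), but 6 of the 35 splits of the 8 mice gave a camera p as small. *Penk*, *Nptx2* and *Chgb* were among the higher genes, and *Flrt2*, with a log2 fold change of -1.29 (standard error 0.108, adjusted p = 4.91e-07), was the most significant of the lower ones. Of the genes of the complex itself, *Suz12* had a log2 fold change of -0.50 (standard error 0.104, adjusted p = 0.000689) and *Ezh2* one of -0.56 (standard error 0.126, adjusted p = 0.00133), but with library sizes in place of TMM these were -0.051 and -0.10, within their standard errors (adjusted p = 0.682 and 0.515 from edgeR).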

Table S4. ChEA & ENCODE enrichment for candidate transcriptional regulators of SGC-fate genes.

Thus, taken together these data indicate that an SGC-like transcriptomic state is accessible to non-SGCs, but is kept repressed by Nrg1 nuclear back-signaling potentially through regulation of the PRC2 (Rajebhosale et al, 2024). Loss of Nrg1 nuclear back-signaling because of V_321_L mutation might result in derepression of the SGC genes and subsequent acquisition of an SGC-like transcriptome by non-SGCs.

### SGC numbers in the DG increase during the adolescence–adulthood transition in WT mice

Our data predicted that repression of SGC genes is mediated at least in part by PRC2. The role of PRC2 in lineage specification is well studied; recent reports have shown that PRC2 dictates the timeline of neuronal maturation (Ciceri et al, 2024). In line with this, a recent study showed age-dependent increase in *Penk* expression in the DG GCL, which was not associated with adult-born or immature GCs (Mortessagne et al, 2024). Thus, using the co-expression of *Nptx2*, *Sorcs3*, and *Penk* as an SGC “identifier” we quantified SGCs in the mouse DG of 1-, 2-, 3-, and 12-mo-old WT mice (Fig 6A and B). We confirmed that WT mice indeed show an increase in *Penk* expression starting between 2 and 3 mo of age, a period marking puberty and transition to early adulthood (Fig 6a’; *P* = 0.0032, post hoc multiple comparisons: 1 versus 3 mo, *P* = 0.008, 1 versus 12 mo, *P* = 0.03, 2 versus 3 mo, *P* = 0.008). We found that the numbers of *Penk+Nptx2+Sorcs3+* GCs also increased with age (Fig 6b’; *P* = 0.0012, 1 versus 12 mo, Dunn’s corrected *P* = 0.039). These dynamics of SGC abundance over adolescence were lost in the V_321_L DG (Fig S9A). There were no significant differences in the overall percentage of *Nptx2*- or *Sorcs3*-expressing *Penk*+ GCs at any of the ages, indicating that this combination of markers stably reports this population of GCs over aging in both genotypes (Fig S9B). Because *Penk*+ GCs are embryonically generated and bulk of the GCs are not, we wondered whether the SGC-like transcriptome might simply reflect cellular age and not necessarily mark SGCs. We examined ISH data from embryonic day 18.5 (E18.5) mouse DG (Allen Brain Atlas), when the newborn SGCs would be between 0 and 3 d of age, for the expression of a subset of the SGC-enriched genes from our snRNA-Seq analysis (Fig S9C). We found cells expressing SGC-enriched genes such as *Penk*, *Scg2*, *Nrg1*, and *Cit* in the dorsal border of the developing GCL at E18.5, indicating that marker gene expression is unlikely to be an artifact of cellular age (Fig S9C).

**Figure 6.**
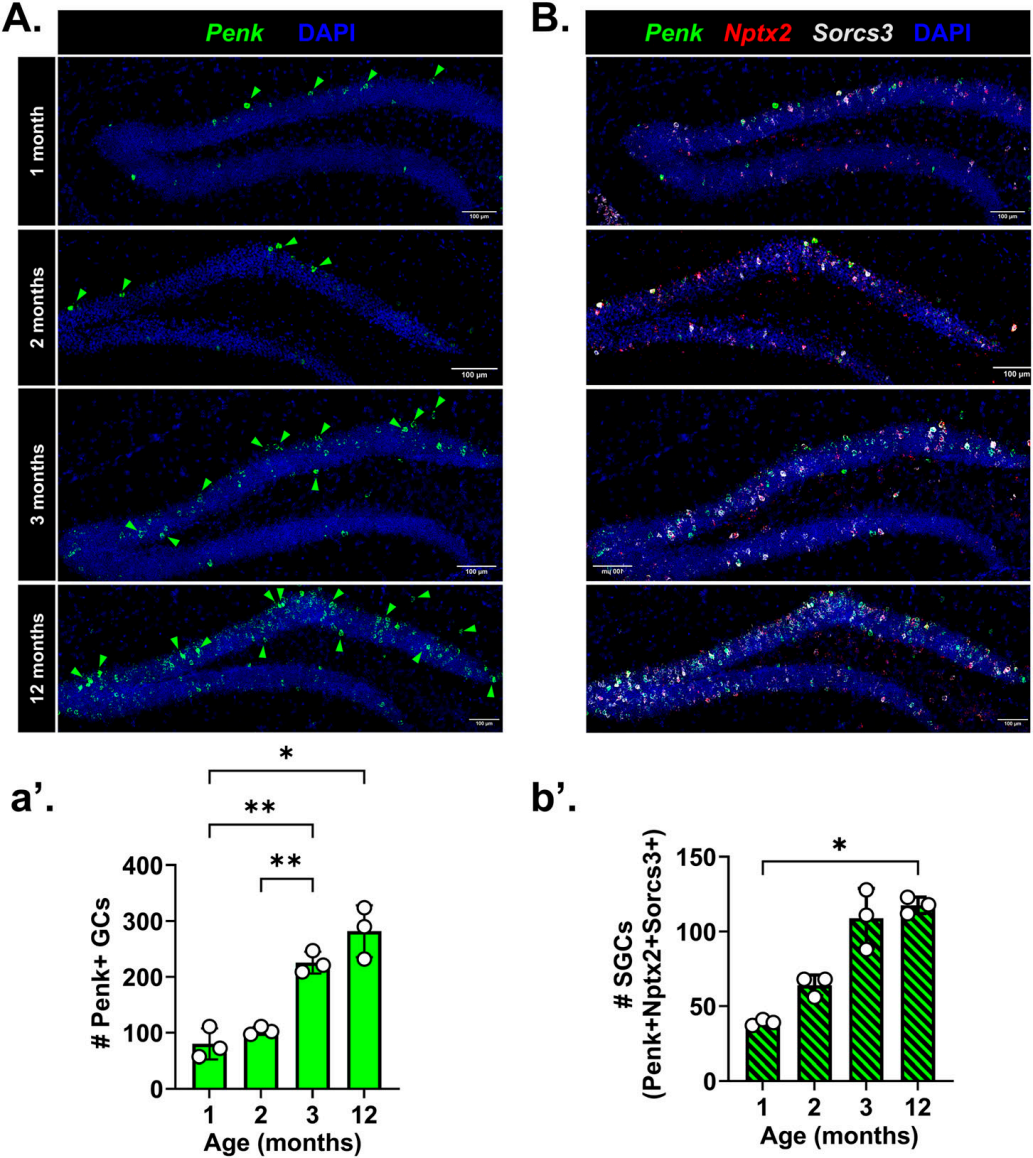
Total number of SGCs increases over the adolescence-to-adulthood transition in WT mice. **(A)** Representative images of WT DG showing the expression of *Penk* (green) using ISH at different ages: 1, 2, 3, and 12 mo^$^. Green arrowheads indicate *Penk*+ cells in the GCL. Scale bar = 100 μm. (a’) Quantification of the total number of *Penk*+ cells in the GCL of the suprapyramidal blade over age (Brown–Forsythe ANOVA, *P* = 0.002, F = 33.4[3, 4.2]; Dunnett’s T3 multiple comparisons test: 1 versus 3 mo, **P = 0.008, 1 versus 12 mo, *P = 0.03, 2 versus 3 mo, **P = 0.008). ^$^Note that the 12-mo-old group comprised of animals aged 9–12 mo. **(B)** Representative images of WT DG showing the expression of *Penk* (green), *Nptx2* (red), and *Sorcs3* (white) using ISH at different ages: 1, 2, 3, 12 mo^$^. Scale bar = 100 μm. (b’) Quantification of the total number of *Penk*+*Nptx2*+*Sorcs3*+ cells in the GCL of the suprapyramidal blade over age (Kruskal–Wallis test, *P* = 0.001, KW = 9.5; Dunn’s multiple comparisons test: 1 versus 12 mo, *P = 0.039). ^$^Note that the 12-mo-old group comprised of animals aged 9–12 mo.

**Figure S9.**
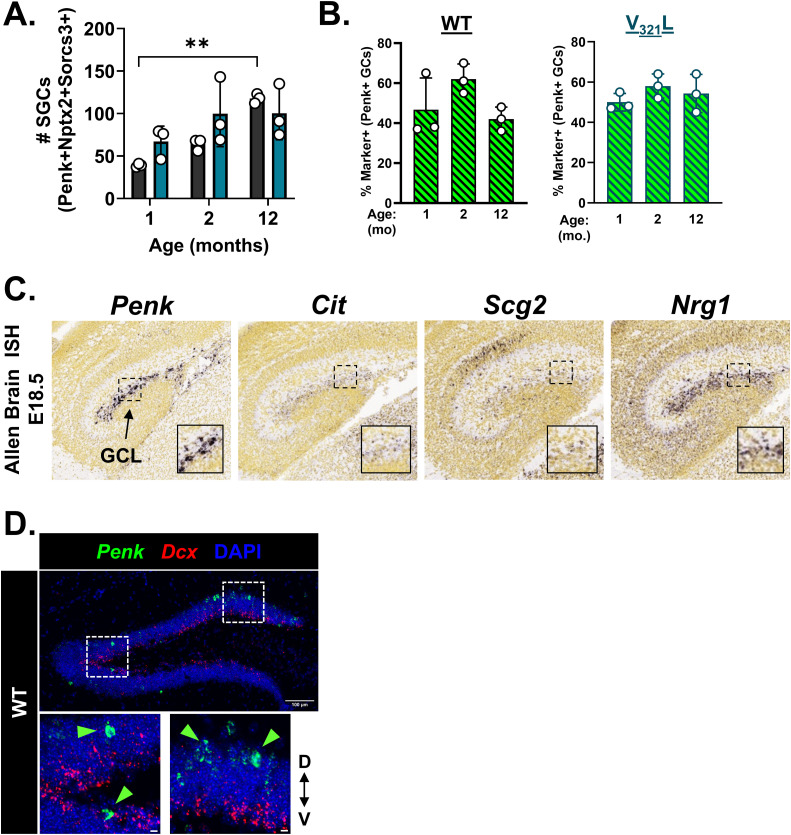
Age-dependent increase in SGC number is not accounted for by adult-born neurons. **(A)** Age-dependent dynamics in SGC numbers are lost in the V_321_L DG. Quantification of the total number of *Penk*+*Nptx2*+*Sorcs3*+ cells in the GCL of the suprapyramidal blade over age^$^ in the WT and V_321_L DG (two-way ANOVA, effect of time, *P* = 0.008; Bonferroni corrected multiple comparisons—WT: 1 versus 12 mo, *P* = 0.008, 2 versus 12 mo, *P* = 0.06). ^$^Note that the 12-mo-old group comprised of animals aged 9–12 mo. **(B)** (Left) Quantification of *Penk+Nptx2+Sorcs3*+ (green bars with black diagonal stripes) cells as a percentage of all *Penk*+ cells over age^$^ (1, 2, and 12 mo) in WT mice. There were no changes in the percentage of marker combination–expressing cells over age (Brown–Forsythe ANOVA, *P* = 0.2, F = 2.1 [3, 4.75]). N = 3 mice/age group. (Right) Quantification of *Penk+Nptx2+Sorcs3*+ (green bars with black diagonal stripes) cells as a percentage of all *Penk*+ cells over age^$^ (1, 2, and 12 mo) in V_321_L mice. There were no changes in the percentage of marker combination–expressing cells over age (Brown–Forsythe ANOVA, *P* = 0.44, F = 0.99 [2.0, 4.3]). N = 3 mice/age group. ^$^Note that the 12-mo-old group comprised of animals aged 9–12. **(C)** SGC-enriched genes are expressed in the embryonic DG with a spatial bias consistent with that of SGCs. Representative ISH images from the Allen Brain Atlas for *Penk*, *Cit*, *Scg2*, and *Nrg1* in E18.5 DG. Insets show magnified images of the developing GCL and marker+ cells bordering the GCL. **(D)** *Penk*+ cells in the GCL are not immature neurons. Representative image of a 2-mo-old WT DG showing ISH for *Penk* (green) and *Dcx* (red). Scale bar = 100 μm. Insets show magnified images of two selected fields of view: *Penk* and *Dcx* transcripts were not found in the same cells despite some *Penk*+ cells occupying the bottom layers of the GCL populated by *Dcx*+ immature neurons. Green arrowheads indicate *Penk*+ GCs.

In addition, we did not find any *Penk*+ cells that expressed the immature neuron marker doublecortin (*Dcx*) at 3 mo of age, indicating that the source of the increase in SGC marker+ cells during the adolescence-to-adulthood transition is not likely to be immature GCs in line with predictions from the trajectory analyses, which posit a gain of an SGC phenotype in mature GCs (Fig S9D). Thus, we sought to identify genes whose expression delineates the cell-type transitions toward SGC-enriched cluster 18 (Fig S10A). Using Monocle3, we identified modules of genes whose expression most strongly correlated with end-trajectories toward cluster 18 resulting in the identification of four significantly correlated modules (Fig S10B). We identified genes within these end-trajectory modules that overlapped with our previously identified SGC-enriched gene set with the rationale that genes whose expression delineates transitions toward cluster 18, and maintained higher expression in Penk+ GCs are more likely to represent key components of the SGC phenotype; we identified 60 genes that met this criterion (Fig S10C). Subjecting these genes to ontology analyses for cellular and biological processes, we identified them to be enriched for the regulation of a variety of neuronal functions with the feature of highest odds ratio being regulation of RMP, in line with our results showing a more hyperpolarized RMP in morphologically identified SGCs (Fig 1J). This enrichment was driven by two potassium channel genes—*Kcnk1* and *Kcnj2* (Fig S10D). Examination of the expression of these genes showed that both had a bias for expression along the pseudotime continuum shown in Fig 5, with more consistent and higher expression toward cluster 18 (Fig S10E). Like our findings regarding SGCs, we noted the higher and widespread expression of both *Kcnk1* and *Kcnj2* in the V_321_L GCs (Fig S10F). Thus, the identified 60 genes are good candidates for assessment of unique functional aspects of SGCs. These 60 genes were also enriched for significant associations with a variety of neuropsychiatric phenotypes and traits such as sensory sensitization, psychosis, schizophrenia, bipolar disorder, and neuroticism (Table S5).

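*Kcnk1* summed over GCs was 85.2 ± 9.30 CPM in WT and 116 ± 4.09 in V321L mice (SD, n = 4 each), a log2 fold change of 0.45 (standard error 0.106, adjusted p = 0.00175 from edgeR). *Kcnj2* was 16.1 ± 6.18 and 16.1 ± 5.08 CPM, a log2 fold change of 0.05 (standard error 0.274, adjusted p = 0.880 from edgeR). Both values rest on TMM, and with library sizes the median log2 fold change of all genes was 0.46 higher. Outside the small GC cluster with the highest share of *Penk*+ nuclei, *Kcnk1* was detected in 11.9% ± 3.13 of WT and 38.5% ± 6.26 of V321L GCs, and *Kcnj2* in 2.27% ± 0.728 and 6.41% ± 2.59 (exact permutation p = 0.0286 each, or 0.0352 adjusted over 16 genes). These shares at 1000 UMIs per nucleus were 6.43% ± 0.995 and 12.0% ± 1.52 for *Kcnk1* (exact permutation p = 0.0286, or 0.0508 adjusted over 16 genes), and 1.42% ± 0.929 and 1.62% ± 0.536 for *Kcnj2* (exact permutation p = 0.800). For *Kcnk1* the genotypes did not overlap at either depth, and its adjusted p depends on how many of the 16 genes reach the smallest p.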

**Figure S10.**
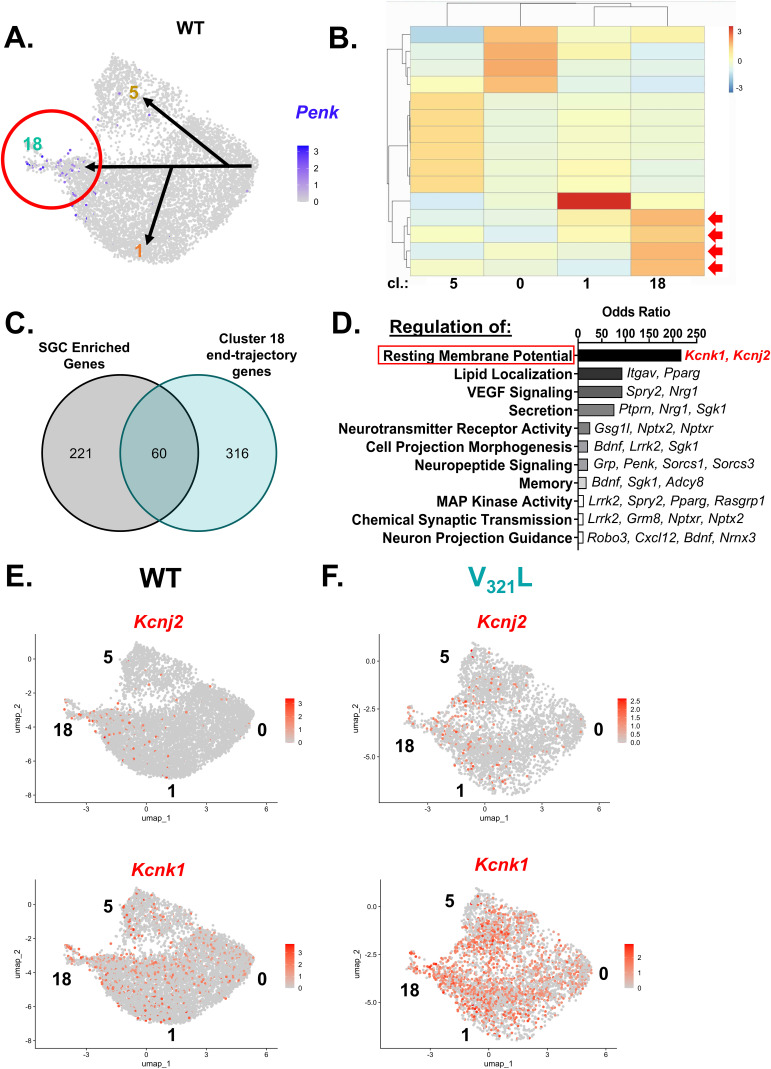
End-trajectory genes for the Penk+ GC-enriched cluster identify genes and phenotypes associated with SGCs. **(A)** UMAP of *Penk* expression in the WT GCs indicated by the color according to the heatmap legend along with a schematic overlay of the different possible trajectories calculated by Monocle3. Trajectory ending in cluster 18, enriched for Penk+ GCs, is highlighted by a red circle. **(B)** Clustering of genes by pseudotemporal expression patterns resulted in several modules of genes associated with end-trajectories in different GC clusters. The heatmap shows individual gene modules as cells within the heatmap, and the color represents the correlation of each module with end-trajectories in each of the clusters denoted below the heatmap. The color of the heatmap is according to the legend provided alongside. Red arrows indicate the four gene modules associated with end-trajectories in cluster 18. **(C)** Intersection set was created between genes enriched in expression in SGCs and gene part of the cluster 18 end-trajectory modules. 60 genes were found to be common between these two sets. These 60 genes were subjected to gene ontology analyses. **(D)** Gene ontology (GO) analysis for biological process. Different terms with statistical significance (adj. *P* < 0.05) were selected and displayed by descending values of the odds ratio. Genes contributing to each term are displayed alongside the bar for each term. The top-term regulation of resting membrane potential is highlighted by a red box, and the genes contributing to it are shown in red text. **(E)** UMAPs of *Kcnj2* (Top) and *Kcnk1* (Bottom) expression in WT GCs indicated by the color according to the heatmap legend. Numbers alongside the UMAPs denote the cluster IDs. **(F)** UMAPs of *Kcnj2* (top) and *Kcnk1* (bottom) expression in V_321_L GCs indicated by the color according to the heatmap legend. Numbers alongside the UMAPs denote the cluster IDs.

Table S5. DisGeNET enrichment for disease terms associated with SGC-fate genes.

### Natural decline in capacity for Nrg1 nuclear back-signaling corresponds to the SGC fate

SGCs express high levels of *Nrg1* implying a role of Nrg1 signaling in SGC function (Fig 4B). We also found that a loss of Nrg1 nuclear back-signaling because of the V_321_L mutation resulted in more SGCs, implying that intact Nrg1 nuclear signaling suppresses the SGC fate (Figs 2, 3, and 4). To reconcile these findings, we postulated that Nrg1 expressed in WT SGCs might have a reduced capacity to engage in nuclear signaling. Nuclear back-signaling by Nrg1 has been shown to be carried out by the Type III isoform of Nrg1 (Bao et al, 2003). Thus, we examined the expression of *Type III Nrg1*, in the DG over age hypothesizing that a reduction in the expression of *Type III Nrg1* might correspond to the adolescence-to-adulthood transition period when the SGC marker+ cells increase. We found that *Type III Nrg1* expression declined from 1 to 12 mo of age in WT mice; however, the reduction between 1 and 3 mo of age was not significant (Fig 7A; Kruskal–Wallis test, *P* = 0.01, KW = 6.25, 1 versus 12 mo, Dunn’s corrected *P* = 0.04).

**Figure 7.**
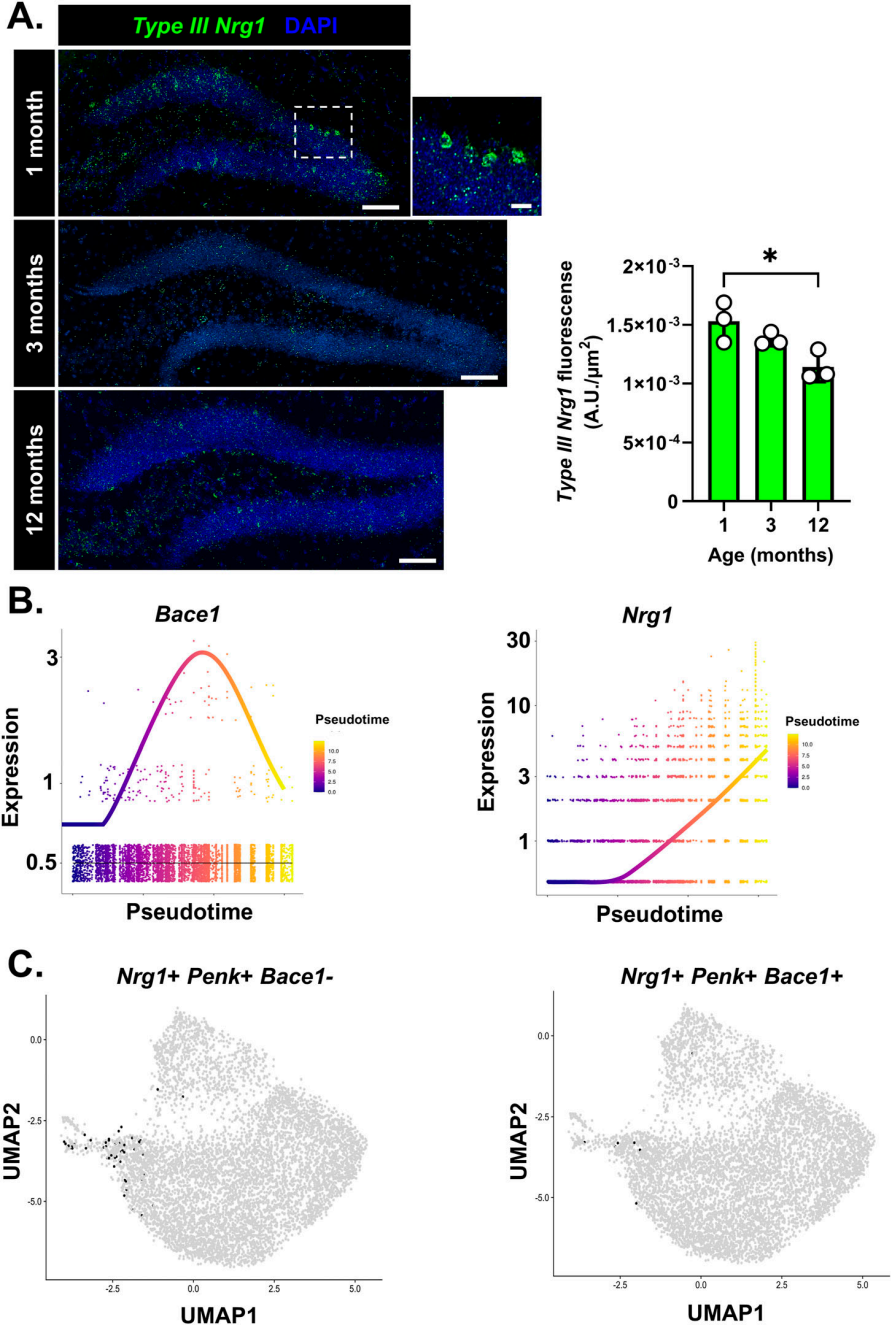
Age-dependent decrease in nuclear back-signaling in the DG. **(A)** (Left) *Type III Nrg1* expression declines with age in the DG GCL. Representative images showing FISH for *Type III Nrg1* (green) in WT DG over age (1, 3, and 12 mo). (Right) Quantification of *Type III Nrg1* fluorescence density in the suprapyramidal blade of the DG shows a statistically significant decline in expression over age (Kruskal–Wallis test, *P* = 0.01, KW = 6.3; Dunn’s corrected multiple comparison: 1 versus 12 –mo, *P* = 0.04). N = 3 mice/age group. **(B)** Pseudotime plots showing the expression of *Bace1* (Left) and *Nrg1* (Right) in WT GCs. *Bace1* expression peaks at intermediate pseudotime and drops at maximal pseudotime, whereas *Nrg1* expression increases along pseudotime. **(C)** UMAPs showing WT cells that express *Nrg1* and *Penk*, but not *Bace1* (Left) and cells co-expressing *Nrg1*, *Penk*, and *Bace1* (Right). Each black dot represents 1 cell expressing the designated gene(s), and gray dots represent cells not expressing the gene(s).

*Bace1* is a critical regulator of nuclear back-signaling. Cleavage by *Bace1* is necessary for producing Nrg1 proteins capable of being processed by gamma secretase (Willem et al, 2006; Vullhorst et al, 2017). Thus, we examined the expression of *Bace1* along pseudotime trajectories. Bace1 expression was found to be higher in cells at intermediate pseudotime compared with the beginning or end of the trajectories, indicating low *Bace1* expression in SGCs (Fig 7B). Thus, although SGCs have higher expression of *Nrg1* relative to non-SGCs (Fig 7B), they likely have low levels of nuclear back-signaling because of the lack of *Bace1*. Indeed, examination of cells expressing *Penk, Nrg1*, and *Bace1* in WT DG resulted in <10 cells showing co-expression of all three markers, whereas most of the *Penk*+*Nrg1*+ GCs did not express detectable levels of *Bace1* transcripts (Fig 7C).

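In WT mice, 57 GCs had UMIs of *Penk* and *Nrg1*, and 6 of them, or 10.5%, also had a *Bace1* UMI. Of these 6, 5 came from 1 mouse, WT F1. Among all 72 *Penk*+ WT GCs a *Bace1* UMI was found in 8.33% (95% Clopper-Pearson confidence interval 3.12% to 17.3%, counting error only), and among *Penk*- WT GCs in 4.14% ± 1.50 (SD, n = 4 mice). Thinning to 1000 UMIs left it in 0 of 29 *Penk*+ GCs, where a share of 10.3% would give 3 nuclei, and in 2.27% ± 0.314 of the *Penk*- GCs (SD, n = 4), at which 0.661 of the 29 nuclei would have a *Bace1* UMI. A difference was not detectable at this depth (exact sign-flip test over 4 mice, whose smallest possible p is above 0.05).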

Thus, we conclude that the SGC-like transcriptomic state is actively repressed in the young DG by Nrg1 nuclear back-signaling and that some GCs acquire the SGC profile over adolescent development potentially because of a natural decline in Nrg1 nuclear back-signaling.

## Discussion

Efforts for cataloging brain cell types have produced hierarchical trees of hundreds of subtypes of classically recognized cell types, prompting many to ask how many bona fide cell types truly exist in the brain?; how plastic or hardwired are these cell types?; and more importantly, what bearing do they have on brain function? We suggest that a bottom-up understanding of cell-type development would aid in answering some of these questions.

In this study, we investigated subtype diversity of dentate gyrus granule cells and the potential relationship of subtype composition with disease-relevant genetic variation. We found that SGCs, a morphologically distinct subtype of GCs, also showed distinct electrical properties (Fig 1). We identified unique genetic markers for SGCs and found an increase in the number of SGC marker–expressing cells with age of the animal starting between 2 and 3 mo of age (Figs 4 and 6). We assessed GC heterogeneity in a mouse model harboring a missense mutation in the *Nrg1* gene, which was previously associated with psychosis (Walss-Bass et al, 2006). There were higher numbers of morphoelectric transcriptomically defined SGCs in the mutant mouse DG even before 3 mo of age (Fig 2). An analysis of GC chromatin accessibility revealed that SGC marker genes were accessible but not expressed in WT GCs indicating a repressive mechanism preventing access to an SGC-like transcriptomic state, and potential failure of this mechanism with disease-associated genetic variation (Fig 5).

### Composition of cell-type identity: insights from the V_321_L DG

SGCs have unique morphological and intrinsic electrical properties (Fig 1). We found that all recorded neurons in the V_321_L DG, regardless of morphology, displayed SGC-like electrical properties (Fig 2I–M). We also noted that there were no major morphological distinctions between WT and V_321_L GCs or SGCs. These data indicate that the SGC fate might be driven by distinct modules of coregulated genes involved in distinct cellular functions. Trajectory analysis revealed that SGCs were among cells with the maximal pseudotime (Fig S8C and c’). Gene ontology (GO) analysis for genes whose expression was enriched in SGCs and those marking end-trajectories in the WT DG showed “regulation of RMP” as the top function represented by *Kcnj2* and *Kcnk1* (Fig S10D). A more hyperpolarized RMP was one of the SGC-specific electrical properties (Fig 1J). In V_321_L mice, we found that GCs with a single primary dendrite also showed an RMP resembling that of SGCs (Fig 2I). Upon visualizing the expression of *Kcnj2* in WT and V_321_L GC clusters, we observed that *Kcnj2* was typically (WT) expressed in cluster 18 and in cluster 1 along the pseudotime trajectory but not in clusters 0 or 5. However, in V_321_L GC clusters, *Kcnj2* expression was noted in clusters 0 and 5, which might indicate that these neurons represent the GCs with single primary dendrites and electrical properties of SGCs. A similar pattern was noted for *Kcnk1*.

Nrg1 back-signaling operates through two known mechanisms—local activation of PI3K-Akt signaling at the membrane and nuclear signaling via translocation of the ICD from the membrane to the nucleus (Bao et al, 2003; Hancock et al, 2008). The high expression of Nrg1 in SGCs with a concomitant decrease in capacity for nuclear back-signaling indicates a potential shift in the balance between local and nuclear back-signaling mechanisms (Fig 7). Enhanced Akt signaling, either via constitutive activation or loss of negative regulators like Pten and Disc1, has been shown to result in the production of GCs with multiple primary dendrites (Kim et al, 2009). Thus, Nrg1 signaling might regulate the production of the SGC phenotype through gene regulatory and local signaling mechanisms to drive global changes in electrical properties and cytoskeletal dynamics.

We noted the presence of GCs with SGC-like electrical properties (Fig 2) in the V_321_L DG. This could potentially indicate a modular switch to SGC-like electrical properties while maintaining a typical GC morphology. Faster downstroke of the action potential was found to be one of the strongest cell type–defining features of SGCs (Fig S2C). However, downstroke was one of few electrical properties which retained correlation with GC position in the GCL even after exclusion of SGCs from the analysis indicating a relationship with GC birthdate (Fig S1I). We previously noted accelerated depletion and neuronal commitment of stem cells in the adult V_321_L DG (Rajebhosale et al, 2024). It is possible that this loss of regulated neurogenesis also occurs in the late embryonic and early-postnatal stages resulting in greater production of the early-postnatal pool of GCs in V_321_L mice. Neonatally born GCs show some features of SGCs including wider splay angles as seen in the V_321_L DG (Fig 2D) (Save et al, 2019; Masachs et al, 2021). Whether these features and the additional SGC-like cells in the V_321_L DG arise from accelerated early neurogenesis and/or altered specification of postnatal and adult neurogenesis awaits further inquiry.

### The SGC: cell type or an inevitable cell state?

We found that the SGC transcriptomic fate was accessible to non-SGCs and that the numbers of cells expressing SGC markers increased with age of the animal. However, we propose that this does not indicate the presence of a single GC type representing an inevitable fate for all GCs. In the WT DG, we found that the pseudotime analysis accurately captured chronological time, ordering cells based on their birthdates (Figs 5A and B and S7C). We found only one trajectory toward the *Penk*+ GCs (cluster 18), which traversed cluster 1. There was a separate trajectory ending in an intermediate pseudotime in cluster 5, with clear separation between clusters 5 and 18 (Fig 5A and B). Thus, we propose that the morphological distinction between GCs and SGCs faithfully represents two distinct types of GCs. However, there exists a third type of GC (clusters 0 and 1), which harbor the potential to acquire the SGC fate. This is apparent in the analysis of *Kcnj2* expression mentioned earlier—*Kcnj2* expression increases along pseudotime in cluster 1 but not in cluster 5 despite having identical pseudotime values. This can also be seen in the analysis of end-trajectory gene modules: clusters 1 and 18 have more common gene modules correlated with their identities, whereas cluster 5 often shows anticorrelation in those modules (Fig S10). Our analyses indicate that the access to the SGC fate might be regulated by an “epigenomic” barrier deposited by the PRC2, and erasure of this barrier and a potential concomitant activation might underlie regulation of cell-type composition in the DG (Table S4). We have previously shown that the V_321_L DG shows significantly reduced expression of *Ezh2*, which encodes the histone methyltransferase necessary for PRC2 function, and a concomitant increase in the expression of genes predicted to be PRC2 targets (Rajebhosale et al, 2024). Thus, the Nrg1 ICD might communicate developmental context such as synaptogenic interactions and/or synaptic activity to the genome through a PRC2 intermediary. Furthermore, Trajectory Geometry analyses revealed that the V_321_L GCs take a more directed trajectory potentially reflecting a loss of complexity in lineage decisions, thereby reducing the overall heterogeneity of the population. Furthermore, we also found that the open chromatin of ATAC cluster 9 cells (SGCs) was uniquely enriched for binding sites for the AP1 family of transcription factors such as Fos, Fosl, and Jun, among others (Table S6). SGCs have been shown to express high levels of Fos and as such disproportionately comprise engrams in the DG because of reliance of Fos-based labeling strategies (Erwin et al, 2020). This enrichment of AP1 binding sites might simply reflect a high level of “activity–transcription” coupling in SGCs given their higher responsivity to synaptic input. Another intriguing possibility for future investigations is that AP1 family transcription factors may play a part in mediating or maintaining the SGC fate.

Table S6. Differential motif activity in each ATAC cluster.

Given the unique circuit properties of SGCs and their potential to release enkephalin (encoded by *Penk*), we suggest that interactions between developmentally regulated signaling and chromatin-modifying enzymes might afford the DG some flexibility to regulate cell-type composition depending on the context of the circuit, to maintain proper circuit dynamics (Larimer & Strowbridge, 2010; Gupta et al, 2020).

## Materials and Methods

### Experimental model and subject details

Male and female mice aged P24-12 mo were used. Animals were housed in a 12-h light/dark cycle environment that was both temperature- and humidity-controlled. Animals had free access to food and water. All animal care and experimental procedures were approved by the Animal Care and Use Committee of NINDS, National Institutes of Health, Bethesda MD (Animal protocol #1490).

### Genotyping

Genotypes were determined by PCR using the following primers:

Forward primer 5′-GGTGATCCCATACCCAAGACTCAG-3′.

Reverse primer 5′-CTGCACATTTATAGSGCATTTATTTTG-3′.

### Acute slice electrophysiology

Coronal brain slices containing hippocampus were prepared from P24- to P34-d-old mice. Animals were anesthetized with a mixture of ketamine and xylazine (100 mg ketamine and 6 mg xylazine/kg body weight injected ip). Then, the brains were transcardially perfused with a sucrose-based solution. After decapitation, the brain was transferred quickly into the sucrose-based solution bubbled with carbogen and maintained at ∼3°C. Coronal brain slices (300 μm) were prepared using a vibratome (Leica, Inc.). Slices were equilibrated with oxygenated artificial cerebrospinal fluid (aCSF) at room temperature (24–26°C) for at least 1 h before transfer to the recording chamber.

Slices were moved to a stage of an upright, infrared differential interference contrast microscope for patch clamp recording (SliceScope, Scientifica). The recording chamber was continually perfused with aCSF to maintain a temperature of 30°C.

DG neurons were visualized with a 40 X water-immersion objective by infrared microscopy (Scientifica Pro, Scientifica). Granule cells in the middle of the GCL from the dorsal blade of the DG were recorded. In experiments focused on recording SGCs, recordings were made focused on the top cell body layer of the GCL.

Twenty features were extracted from the responses to current steps as reported in Kim et al (2024).

### Tissue processing

Animals were deeply anesthetized with isoflurane and transcardially perfused with 4% PFA in PBS. Brains were harvested and postfixed overnight at 4°C in 4% PFA in PBS. Brains were transferred to 30% sucrose in PBS, incubated at 4°C with agitation until they sank, and then embedded in optimal cutting temperature compound. After this, brains were flash-frozen and stored at −80°C. For RNAScope assays, 15-μm sections were obtained serially from Bregma −1.5 to −2.5 mm (approx). Sections were collected directly onto superfrost charged slides such that each slide contained two sections—one from a more anterior and one from a posterior hippocampal region.

### Immunohistochemistry

After acute slice recordings, 300-μm sections were fixed in 4% PFA at 4°C on a shaker overnight. The next day, sections were rinsed three times in 1xPBS and incubated in a fourth wash for 15 min at room temperature with constant agitation. Sections were then blocked with 10% normal donkey serum in 1xPBS containing 0.5% Triton X-100 at 4°C overnight on a shaker followed by incubation with fluorescently conjugated streptavidin at 4°C overnight with constant agitation. Sections were washed three times in 1xPBS containing 0.1% Triton X-100 (PBS-T) and mounted on Superfrost Plus glass slides with mounting medium containing DAPI.

### In situ hybridization

In situ hybridization was performed using the RNAScope multiplex v2 assay (ACD) or RNAScope HiPlex assay (ACD) using the manufacturer’s recommended protocols available at https://acdbio.com/documents/product-documents.

Details regarding probes used can be found in the Key Resources Table (KRT; Supplemental Data 1).

Supplemental Data 1. Key resources table.

### Imaging & image analysis

Imaging was done using a Nikon Ti2 spinning disk confocal microscope. All slides in an experiment were imaged using identical settings. Images were acquired by capturing the whole DG and using z-steps of 1 μm using a 40x silicon oil-immersion objective. Image analysis was performed in ImageJ (FIJI). Images were z-projected using maximum intensity projection, and regions of interest were manually outlined. Fluorescence intensity density was measured as average intensity normalized to the area of the superior blade of the DG. The cell counter plug-in was used to manually count cells expressing *Penk* and other marker genes. We counted cells expressing 5 or more small puncta of any given gene or those with large clusters of RNA molecules. For most of the probes used, the RNA expression profile was “soma filling.” To analyze cell positions, we measured the distance of individual cells to the GCL-MOL boundary by measuring the length of a line drawn to be perpendicular to the GCL-MOL boundary.

Imaged neurobiotin-filled neurons were manually reconstructed and analyzed using the filaments feature in Imaris (Oxford Instruments). Splay angles were calculated in FIJI using the “Angle tool” by sequentially placing one point on the most laterally displaced dendritic termination, followed by one in the center of the soma and then on the opposite most laterally displaced dendritic termination. Cell position was recorded by finding the optical section containing a section through the center of the cell body. Vertical distance from the center of the cell body to the GCL-MOL boundary was measured, manually considering the angle of the blade of the DG.

### Single-nucleus RNA+ATAC-Seq

Dentate gyrus microdissections were performed as reported previously (Rajebhosale et al, 2024). Tissue was stored at −80°C overnight. The next day, single-nucleus suspension was prepared from the frozen DG tissue using the Chromium Nuclei Isolation kit (10xGenomics; Cat#1000494) following the manufacturer’s guidelines. Nuclei were counted and diluted appropriately to obtain a final concentration of ∼1,000 nuclei/μl. ∼3,000–5,000 nuclei per animal were processed for GEM generation. ATAC-Seq and RNA-Seq libraries were prepared using components of the Chromium Next GEM Single Cell Multiome ATAC + Gene Expression Reagent Bundle (10xGenomics; Cat#1000283) according to the manufacturer’s guidelines. Libraries were sequenced on an Illumina NextSeq 550 (High throughput kit) with ∼25,000 reads per nucleus for RNA-Seq and ∼20,000 read pairs per nucleus for ATAC-Seq. The cellranger-arc-2.0.2 pipeline (10xGenomics) was then applied to the sequence output producing data files for gene expression and ATAC-Seq analysis.

### Gene expression and ATAC-Seq analysis

Sequenced libraries were analyzed in R using functions supported in the “Seurat” package unless otherwise described (Hao et al, 2024). Link to the detailed code for the analysis is provided in the supplemental methods (KRT).

#### Single-nucleus RNA-Seq analysis

The “filtered_feature_bc_matrix.h5” files produced per library were imported into R (https://cran.r-project.org/) using the “Read10X_h5” function from the “Seurat” package. These files were subsequently analyzed in R using functions supported in the “Seurat” package unless otherwise described. To convert each file into a “Seurat” object, the “CreateSeuratObject” function was used. To enumerate the percent mitochondrial gene expression per cell per object, the “PercentageFeatureSet” function was used (pattern = “^mt-”). To combine the objects into a single object, the “merge” function was used. The percent mitochondrial gene expression per cell along with the total number of detected counts and features per cell was then inspected using the “FeatureScatter” and “VlnPlot” functions. Cells were then filtered to keep only those that had (1) a minimum number of detected counts > 500, (2) a maximum number of detected counts < observed mean + 2SD = 8,916.1, (3) a minimum number of detected features > 250, (4) a maximum number of detected features < observed mean + 2SD = 3,307.526, and (5) a percent mitochondrial counts < observed mean + 1SD = 2.787,142%. The “SplitObject” function was then used to separate surviving cells per library into a list where after the “as.SingleCellExperiment” function and the “computeDoubletDensity” function from the “scDblFinder” package were applied. Cells observed to have a doublet score > respective library mean + 2SD were then filter-removed from the presplit object. The “Seurat::NormalizeData” function was then applied to this now doublet-curated object, and the “FindVariableFeatures” function (selection.method = “vst,” nfeatures = 3,000) and the “ScaleData” function (vars.to.regress = “percent.mt”) were sequentially applied. To determine the number of components to use in the clustering of cells, the “RunPCA” (npcs = 200) and “ElbowPlot” (ndims) functions were used and the “RunPCA” function was reapplied after using the number of components decided upon (npcs = 75). To integrate cells across libraries, the “RunHarmony” (plot_convergence = TRUE) and “RunUMAP” (reduction = “harmony,” dims = 1:75) functions were used. For clustering of cells, the “FindNeighbors” (reduction = “harmony,” dims = 1:75) and “FindClusters” functions were used over a range of resolutions from 0.04 to 3.5 in steps of 0.01. Cluster results were summarized using the “clustree” package and 1.8 was selected as the optimal resolution. At this resolution, several clusters were manually collapsed, and then, the “findDoubletClusters” function from the “scDblFinder” package was used to screen for and remove doublet-enriched clusters. The “computeDoubletDensity” function was then reapplied but this time without splitting the cells by library. Cells observed to have a doublet score > cross-cell mean + 2SD were then filter-removed, and the “FindNeighbors” and “FindClusters” functions were reapplied under the same conditions described. Cluster results were again summarized using the “clustree” package, and 2.1 was selected as the optimal resolution. At this resolution, several clusters were again manually collapsed, and then, cells for each cluster were z-scored using UMAP dimension 1 values and separately using UMAP dimension 2 values. Cells in z-score space were then plot-inspected by cluster using the “DimPlot” function and thresholds defined and applied to filter-remove cells having a z-score greater than the defined thresholds. Annotation of the resulting z-score curated clusters was accomplished using the “RunAzimuth” function from the “Azimuth” package in conjunction with the “mousecortexref.SeuratData” reference dataset. To identify conserved markers across library class (WT and V321L), the “FindConservedMarkers” function was used. To identify nonconserved markers per cluster, the “FindMarkers” function was used. To identify differential features between library class within cluster, the “FindMarkers” function was used setting the “ident” parameters to “WT” and “V321L,” respectively. Clusters annotated as “Dente gyrus” were next subset and trajectory-fit using the “Monocle3” workflow. Root selection was accomplished by inspecting the expression for “Camk4” and “Ntng1” using the “plot_cells” function. The “graph_test” function (neighbor_graph = “principal_graph”) was used to identify features that explain pseudotime (q_value < 0.05). To identify depleted versus enriched modules of features that explain pseudotime, the “find_gene_modules” function was used.

#### Single-nucleus ATAC-Seq analysis

The “atac_peaks.bed,” “barcode_metrics.csv,” and “atac_fragments.tsv.gz” files produced for the “LL” and “VV” dentate gyrus samples were imported into R (https://cran.r-project.org/) using the “read.table” function. Functions available in the “Signac” and “Seurat” packages were interchangeably used for analysis. To create a working fragment object per sample, the “CreateFragmentObject” function was used. Cells with an “atac_fragments” value <= 500 were discarded with surviving cells used as input into the “FeatureMatrix,” “CreateChromatinAssay,” and “CreateSeuratObject” functions, producing one “Seurat” object per sample. For each of these objects, genomic annotations for “EnsDb.Mmusculus.v79” were added and quality metrics generated. To add the annotations, the “GetGRangesFromEnsDb” and “Annotation” functions were used. To generate the quality metrics, the “FractionCountsInRegion,” “NucleosomeSignal,” and “TSSEnrichment” functions were used. Metrics produced from these functions, along with those for “peak_region_fragments,” “nCount,” “pct_reads_in_peaks,” and “TSS_fragments,” were used to filter-remove cells from each object via the “subset” function. Specifically, cells that did not have a value within 2SD of the observed mean for each metric were removed. Post-filtering, all “Seurat” objects were combined into one using the “merge” function and a unified set of peaks generated using the “reduce” function. This unified peak set was then filtered to keep only those with a “peakwidths” value < 10,000 and > 20. The filtered peak set was then used to regenerate the individual “Seurat” objects as described, and those objects were combined into one object. The “RunTFIDF,” “FindTopFeatures,” “RunSVD,” “RunUMAP,” and “FindNeighbor” functions were then applied to the combined object (dims = 2:20, reduction = “lsi”) in preparation for clustering. For clustering, the “FindClusters” function was used over a range of resolutions from 0.04 to 3.5 in steps of 0.01. Cluster results were summarized using the “clustree” package, and 1.5 was selected as the optimal resolution. At this resolution, several clusters were manually collapsed, and then, cells for each cluster were z-scored using UMAP dimension 1 values and separately using UMAP dimension 2 values. Cells in z-score space were then plot-inspected by cluster using the “DimPlot” function and filter thresholds defined. Cells having a z-score greater than the thresholds were removed. For surviving cells, annotations were transferred from the single-nucleus RNA-Seq analysis and log-normalized activities for each known gene calculated. For annotation transfer, the “FindVariableFeatures” function (nfeatures = 5,000) was used in conjunction with the “TransferData” function (reduction = “cca,” weight.reduction = “lsi,” dims = 2:20). To calculate the log-normalized gene activities, and to add them to the combined “Seurat” object, the “GeneActivity,” “CreateAssayObject,” and “NormalizeData” functions were used. Specific clusters representing <HERE> were then subset and the functions used prior, per preparation for clustering, clustering, and post-clustering, used again. For this subset, 0.5 was selected as the optimal resolution. Differential peaks between clusters produced at this resolution were tested for using the “FindMarkers” function (test.use = “LR”). Overrepresented motifs available in the “JASPAR2020” database (collection = “CORE,” tax_group = “vertebrates”) were also tested for using the “FindMotifs” function. Post-testing, results were annotated with the closest occurring known gene using the “ClosestFeature” function. In addition to this testing, trajectory fitting was performed using the “Monocle3” workflow. This workflow was applied in three separate tacts: (1) using all cells representing “VV” and “LL” samples combined, (2) using cells for “VV” samples only, and (3) using cells for “LL” samples only. Root selection for each of these tacts was accomplished by inspecting the gene activities for “Camk4,” “Igfbpl1,” “Fxyd7,” “Dcx,” “Calb2,” “Calb1,” “Ntng1,” “Penk,” and “Sorcs2” using the “plot_cells” function. Post-fitting, the “cor.test” function was used in conjunction with the “*P*.adjust” function (method = “BH”) to test for and identify genes having pseudotime correlated with gene activity (q_value < 0.05). Enriched terms for these genes were subsequently identified using the “enrichR” package (dbs = “GO_Molecular_Function_2023,” “GO_Cellular_Component_2023,” “GO_Biological_Process_2023”).

#### Trajectory Geometry analysis

Trajectory directionality was assessed using the TrajectoryGeometry R package. For each condition (WT downsampled, WT original, and V_321_L), PCA embeddings (top 50 principal components) and UMAP-derived pseudotime values were extracted from Monocle3 trajectory-fitted single-cell objects. PCA coordinates were rescaled to a 0–100 range to ensure comparability across datasets. The analyseSingleCellTrajectory() function was run with 1,000 sampling windows (nSamples = 1,000) and 1,000 randomized path permutations (N = 1,000) using the randomizationParams = c(“byPermutation,” “permuteWithinColumns”) setting to assess statistical significance of trajectory directionality based on spherical distances. The test statistic was set to “mean” to capture average directional consistency.

### Statistical analysis

Statistical analysis was performed using Prism (GraphPad). Normality was assessed using the Shapiro–Wilk and the Kolmogorov–Smirnov tests. If data failed normality test, nonparametric statistics were used. *P*-values were corrected for multiple comparisons as necessary using Bonferroni’s (parametric) and Dunn’s (nonparametric) post hoc tests. Multiple linear regression was performed in R using the *lm* base R function to create the following linear model: β0+β1⋅Cell Type+β2⋅Soma position+β3⋅(Cell Type × Soma position)+ϵ.

#### LDA

Before analysis, all numerical features were standardized using z-score normalization, where each feature was transformed to have a mean of 0 and a SD of 1. Standardization was performed using the *scale()* function from base R. To reduce dimensionality and mitigate potential multicollinearity among features, PCA was performed using the prcomp() function. The number of principal components (PCs) used was dynamically adjusted to the minimum number available across both WT and V_321_L datasets, ensuring consistent dimensionality. For the WT dataset, the top 9 PCs were retained and used to train an LDA model using the train() function from the caret package with fivefold cross-validation (trainControl[method = “cv,” number = 5]), and the lda method from the MASS package. The trained PCA and LDA models were then applied to the V_321_L dataset. The same PCA transformation (from WT) was applied to the scaled V321L data using predict(), and the top 9 PCs were extracted. Predicted class labels were generated using the trained LDA model (predict() from MASS). Model performance on the V_321_L dataset was assessed using a confusion matrix (confusionMatrix() from caret), comparing predicted versus true labels. The confusion matrix was visualized using ggplot2, with cell frequency values represented by both color intensity and overlaid counts.

## Supplementary Material

Reviewer comments

## Data Availability

The data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al, 2002) and are accessible through GEO Series accession numbers provided in the KRT. Code for data analysis can be accessed on GitHub using the links provided in the KRT.

# Supplementary material for: Diversification of dentate gyrus granule cell subtypes is regulated by Nrg1 nuclear back-signaling
**Source:** Life Sci Alliance. 2025 Apr 25;8(7):e202403169. doi: 10.26508/lsa.202403169
**Supplement:** Supplementary file 7

**Key Resources Table**

How the deposited data were processed for this re-analysis (not part of the article)

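The RNA and the accessible chromatin of nuclei from the microdissected DG of 4 WT and 4 V321L mice, 2 females and 2 males of each genotype, were sequenced as 1 Multiome library per mouse. The authors processed the reads with Cell Ranger ARC 2.0.2. The deposited matrices hold unnormalized RNA UMIs for 32285 genes and ATAC counts in peaks for all barcodes, with peaks called in each library separately. The genome build of the counting is not named, so positions were used only as the files give them.

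Barcodes were taken as nuclei with more than 500 and fewer than 8916.1 UMIs, more than 250 and fewer than 3307.5 genes, a mitochondrial share under 2.787%, and at least 500 ATAC counts in peaks. Doublets with a Scrublet score above the library mean + 2 SD were removed. Genes were scaled within each library, and 75 principal components of 3000 variable genes were clustered with leidenalg 0.10.2 on a shared-neighbour graph of 20 neighbours at resolution 1. A cluster was named by the cell class for which at least 3 markers were detected and whose markers led, and otherwise was left unnamed. This gave between 1328 and 2464 GCs per WT mouse and between 811 and 1221 per V321L mouse. Unnamed nuclei made up 0.125% of WT and 0.418% of V321L nuclei. Median UMIs per nucleus differed between the genotypes, so shares were also computed after random thinning to 1000 and to 500 UMIs per nucleus. At 1000 UMIs between 722 and 1769 GCs per WT mouse and between 794 and 1174 per V321L mouse were left.

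Counts were summed over GCs per mouse and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, its filter on low counts and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was the second tool. Gene sets were tested with camera and fry of limma 3.58.1. Per-mouse shares were compared by a two-sided exact permutation test over the 70 assignments of 4 against 4 mice, whose smallest p is 0.0286, and values paired within mice by an exact sign-flip test. *Penk*+ and *Penk*- GCs were compared with mouse as a block, for mice with at least 5 *Penk*+ GCs. Neighbour shares were computed over 30 neighbours from other mice in 30 components, with equal numbers of GCs per mouse. Moran's I was computed over 25 neighbours for genes detected in at least 1% of the GCs. Free RNA was estimated from barcodes with at most 100 UMIs, and its share in GCs from genes of other cell classes. It lay between 10.7% and 17.6% in WT and between 9.30% and 17.9% in V321L libraries. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0.

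The tests were tested on simulated data. With the depth of the 8 mice and 200 genes changed by 1 on the log2 scale at a dispersion of 0.05, the comparison of genotypes recovered 52.5% of them with 5 false calls, and that of *Penk*+ and *Penk*- GCs recovered 48.5% with 2 false calls. A planted gradient of 30 genes filled all 30 highest ranks of Moran's I. The neighbour share was 43.1% without a difference and 79.4%, 98.0% and 98.9% with 200 genes changed 2-, 3- and 4-fold, and in those 3 cases only the true split was the highest of 35. A limit of 90% that had first been set for the 2-fold case was not met and was replaced by this comparison with the other splits. In the data 8601 of 12242 genes changed between genotypes, so the simulated counts do not cover a change in most genes. The simulated nuclei for the neighbour share had equal depth in all libraries, unlike the data.

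The genes named were those the paper names in its single-nucleus results, the sex-linked genes used to check the labels, the 5 genes with the largest rise and the 5 with the largest fall in V321L GCs with a mean of at least 10 CPM and no overlap between genotypes, and the 5 with the largest enrichment in *Penk*+ GCs among those higher in every mouse. *Flrt2* and the RNAs kept in the nucleus were named after their values were seen. The alternatives set before the data were examined changed the ATAC minimum, the upper limits, the mitochondrial limit, doublet removal, the resolution, scaling within library, thinning, the number of UMIs required, free RNA, normalization, the filter on low counts, covariates, neighbours and the mice included. Tables S1, S2 and S3 were held here only in part and were not used as gene sets. Trajectories, FISH, electrophysiology and morphology were not analysed here.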

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

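The tests of *Penk* across cell classes and of RNAs kept in the nucleus, with and without *Malat1* and *Xist*, were chosen after the results were seen.

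V321L libraries held 57820 ± 8305 barcodes with 21 to 200 RNA UMIs (SD, n = 4) and WT libraries 8598 ± 5506 (SD, n = 4), with no overlap (exact permutation test, p = 0.0286). The paper does not report on these barcodes, which carried between 16.2% and 24.0% of the RNA UMIs of the V321L libraries and between 3.16% and 6.43% of those of the WT libraries. The estimated share of free RNA inside GCs did not follow this difference, at 14.5% ± 2.83 in WT and 14.1% ± 4.09 in V321L libraries. Log2 fold changes in GCs rose with enrichment in these low barcodes (Spearman's rho 0.542 across genes), while 86.1% as many genes were changed after removal of free RNA as before. For the number of changed genes, an effect of free RNA and one of genotype therefore cannot be told apart, because the count stayed within 1.5 times but the trend with free RNA was present. Neither the labels nor the paper's text name a batch or a day of processing, so none was tested.

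*Penk* in GABAergic neurons, which the paper does not report on, was 63.4 ± 36.3 CPM in V321L against 4.40 ± 6.58 in WT mice (SD, n = 4 each), and every V321L mouse lay above every WT mouse (exact permutation p = 0.0286). It was also higher in other excitatory neurons, at 12.7 ± 6.00 against 2.15 ± 1.51 (exact permutation p = 0.0286). At 1000 UMIs per nucleus the share of GABAergic neurons with a *Penk* UMI was 6.26% ± 6.13 in V321L and 0.253% ± 0.505 in WT mice, which overlapped (exact permutation p = 0.143). Free RNA gives cell classes a like low share, and oligodendrocytes had *Penk* in 0.518% of V321L nuclei. A genotype effect on *Penk* outside GCs and a technical shift shared by neurons both stay open.

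*Xist* in the nuclei of V321L females was 3109 CPM (3069 and 3148 in the 2 mice) against 847 in WT females (840 and 854 in the 2 mice). The gap between genotypes was far larger than that between the mice of a genotype, but no test was run on it. The labels of sex held, as *Xist* in the lowest female library was 975 times that in the highest male library, and Y-linked genes were 141 times higher in the lowest male than in the highest female library, which argues against a mislabelled sample with regard to sex. RNAs kept in the nucleus rose as a share of UMIs in V321L GCs by 3.54 percentage points, from 1.11% ± 0.0806 to 4.65% ± 0.608 (SD, n = 4 each, exact permutation p = 0.0286), and 6 of the 8 other than *Xist* rose. Without *Malat1* and *Xist* the share was 0.146% ± 0.0116 in WT and 0.239% ± 0.0242 in V321L mice (SD, n = 4 each, exact permutation p = 0.0286), and 5 of these 7 RNAs rose. No biological explanation was tested.

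In 3 of 37 groups of 4 mice 1 mouse lay far from the others, where chance gives about 1 in 20. The share of GABAergic neurons was 2.31% in WT F1 against 3.36% to 3.46% in the other WT mice. The share of astrocytes or radial glia was 3.27% in WT M1 against 5.92% to 6.35%. The share of neighbours of the same genotype by expression was 99.8% in WT F2 against 99.5% to 99.6%, a difference at the ceiling of the measure. No explanation of these values was tested, and the microdissection of each mouse is not described by the labels.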

How the results depend on the processing

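The removal of free RNA before the edgeR tests and the count of 0 for the library without a peak were chosen after the data were seen. The alternative with the *Penk* gene body was not run, because the files give only the TSS and no build is named. Leaving out a mouse was not run for the interaction with sex, where it leaves 1 mouse in an arm.

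The larger share of *Prox1*+ GCs with *Penk* in V321L mice kept its direction in all 13 other settings, at differences from 0.858 to 10.1 percentage points, and across the 8 fits that each left out one mouse (4.56 to 5.62). With at least 2 UMIs the difference was 0.858 (exact permutation p = 0.171), a setting with few *Penk*+ nuclei. *Penk* summed over GCs stayed higher, with log2 fold changes from 1.19 to 2.50, and from 1.29 to 1.68 without each mouse. *Penk*+*Sorcs3*- GCs stayed more frequent in all 12 settings and in the 8 fits without one mouse (3.14 to 3.60). The number of changed genes ranged from 6035 to 10019, and from 8042 to 8969 without each mouse. The median of the ribosomal protein genes ranged from 3.88 to 7.10, and from 3.80 to 4.14 without each mouse. The numbers F1 to M2 did not pair the mice, since the expression of mice with the same number was not correlated after removal of the genotype means (r from -0.19 to 0.19), and with them as a block 8438 genes changed.

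Depth mattered for results that need 2 genes in a nucleus. *Penk*+*Sorcs3*+ GCs differed by 0.0745 percentage points at 1000 UMIs per nucleus, -0.0534 at 500 UMIs and 0.507 with at least 2 UMIs, and by 1.73 to 2.41 without each mouse, where the 4 fits without a WT mouse did not pass (exact permutation p = 0.0571). *Penk*-*Sorcs3*+ GCs differed by -0.646 with no ATAC minimum, 5.51 with a mitochondrial limit of 5%, -2.22 at 1000 UMIs, -1.44 at 500 UMIs and -0.0355 with at least 2 UMIs, and by -0.513 to 1.45 without each mouse. The number of *Prox1*+ GCs differed by 27.25 without upper limits, 48.25 with at least 2 UMIs and 39 after removal of free RNA, by -276 with a mitochondrial limit of 5%, -128.25 without scaling within library, -122 with no ATAC minimum and -88.5 at 500 UMIs, and by -100.2 to 83.8 without each mouse, none past the threshold. Markers with more *Penk* co-expressing GCs numbered 0 at 1000 UMIs, 0 at 500 UMIs and 0 with at least 2 UMIs, both for all co-expressing GCs and for those that also had *Nrg1*. Without each mouse they numbered 0 to 11 and 0 to 9, and 0 to 0 for those without *Nrg1*. The fits with 0 in the first 2 of these were those without a WT mouse.

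Cell classes with an adjusted p under 0.05 numbered 7 with an ATAC minimum of 1000, 7 without upper limits, 7 with doublets kept and 6 without scaling within library, and 0 to 7 without each mouse, with 7 when V321L M1 and 6 when V321L M2 was left out. With 10 classes the smallest exact p passes only if enough classes reach it. Unnamed nuclei made up 10.8% of V321L and 0.612% of WT nuclei with an ATAC minimum of 1000, 27.4% and 2.05% with a mitochondrial limit of 5%, and 9.32% and 0.0132% without scaling within library, because 1 GC cluster lost its name, so GC results under those settings cover fewer V321L GCs.

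Genes enriched in *Penk*+ GCs numbered 88 with DESeq2, 101 without a filter, 15 with no replicate block, 18 with matched nuclei, 18 in WT mice alone, 91 in V321L mice alone and 21 with a mitochondrial limit of 5%, and 50 to 80 without each mouse. The SUZ12 set had a median log2 fold change of -0.059 with library size only, -0.41 without a filter, -0.58 after thinning, -0.47 after removal of free RNA, -0.43 with an ATAC minimum of 1000 and -0.44 without scaling within library, where it no longer passed (camera, p from 0.0545 to 0.306). With a mitochondrial limit of 5% the median was -0.12 and the set lay above the other genes, not past the threshold. Without each mouse it lay between -0.63 and -0.44, past the threshold in 5 of 8 fits. A genotype effect that differs between sexes was found for 1 gene without a filter, against 0 otherwise. The cause of these changes was not tested.

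The share of neighbours of the same genotype by accessibility was 45.9% with no ATAC minimum and 43.0% at 1000 ATAC counts, and 48.5% to 51.0% without each mouse. In 7 of those 8 fits another split was as high. By expression it was 80.5% to 98.9% in all settings and 97.2% to 98.1% without each mouse. The difference at the *Penk* TSS was 0.795 percentage points with the library without a called peak counted as 0, and 1.22 to 1.91 without each mouse, where the remaining mice cannot reach 0.05. *Sorcs3* ranked 5 without upper limits and 1 in the other settings. The Spearman correlation between *Camk4* and *Ntng1* was -0.158 with a mitochondrial limit of 5%, negative in 6 of 8 mice, and -0.426 to -0.378 without each mouse. The difference of *Bace1* between *Penk*+ and *Penk*- GCs was 2.28 percentage points at the depth of each nucleus, where the direction reversed, and -2.34 to -2.11 without each WT mouse.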

Differences from the paper's values

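The paper finds 102 genes enriched in *Penk*+ GCs, and 55 passed the same limits here. The number was 88 with DESeq2, 71 with library size only, 101 without a filter on low counts, 91 in V321L mice alone and 80 without WT replicate M1, which are within 1.5 times of the paper's, and the other alternatives set before the data were examined were not.

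The middle line for the share of *Prox1*+ GCs with *Penk* in WT mice is at about 1% in Fig 3D, read by eye, and the median here was 0.574%. With no ATAC minimum it was 0.839%, with an ATAC minimum of 1000 it was 0.667%, over all GCs 1.01%, and without WT replicate F2 or M1 0.680%, which are within 1.5 times, and the other alternatives set before the data were examined were not. The mean of the points, also about 1% in Fig 3D read by eye, was 0.931% here, and 0.492% without WT replicate F1, which had the highest share of the WT mice.

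For the share of GCs with the *Penk* promoter accessible, the middle line in WT mice is at about 3% in Fig S8b, read by eye, and the median here was 1.42%. The mean of the points is about 3% in WT mice and about 4.3% in V321L mice in Fig S8b, read by eye, and the means here were 1.27% and 2.75%. None of the alternatives set before the data were examined closed the gap in WT mice. In V321L mice the mean was 3.04% with an ATAC minimum of 1000, 3.51% with a mitochondrial limit of 5%, 3.00% without scaling within library and 3.18% without V321L replicate F1, which are within 1.5 times.

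The paper reports that the number of GCs with the *Penk* locus accessible did not differ between genotypes, and here each of 3 V321L mice lay above each of 4 WT mice (exact permutation p = 0.0286). With the library without a called peak counted as 0, a setting chosen after the values were seen, it did not differ (0.795 percentage points, exact permutation p = 0.314).

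The paper states that clustering and cell composition showed no overt difference, with libraries integrated by Harmony before clustering. Here, before any correction for library, 98.0% of the nearest neighbours of GCs by expression were of the same genotype. At 1000 UMIs per nucleus the share was 80.5%, with 44.5% in the lowest mouse. These shares do not test the integrated clusters. By composition, 5 of 10 cell classes differed in every mouse, though none passed after adjustment.

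The paper states that *Kcnj2* is more highly expressed in V321L GCs, and its log2 fold change here was 0.05 with TMM. With library sizes the median log2 fold change of all genes was 0.46 higher, so this value depends on the scaling.

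The paper states that the rise in marker co-expression was not seen in *Penk*+ GCs without *Nrg1*, and here the means of all 11 markers were higher there in V321L mice, none past the threshold after adjustment.

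Table S3 places *Pcsk1* first in V321L GCs, and here *Sorcs3* ranked 1.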

Other observations

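The tests of the 2 cluster explanations, of *Penk* across cell classes and of RNAs kept in the nucleus, and of the ratios after a look at their highest possible values, were chosen after the results were seen, and the other tests before.

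The pattern of more GC nuclei with a *Penk* UMI in V321L mice was set against technical explanations. More UMIs per nucleus did not account for it alone, since at 1000 UMIs per nucleus every V321L mouse still lay above every WT mouse (exact permutation p = 0.0286). Among *Prox1*+ GCs this rests on few nuclei. Over all GCs at that depth the shares were 0.668% ± 0.238 in WT and 1.99% ± 0.261 in V321L mice (SD, n = 4 each, exact permutation p = 0.0286). Free RNA inside GCs would account for 9.67% of the rise of *Penk* in CPM. Against this, the log2 fold change of *Penk* lay at the percentile 84.5 of the 200 genes nearest to it in mean expression and in enrichment in low barcodes, whose middle 95% spans -0.91 to 2.12, so a rise of this size was not unusual among such genes. With 500 such genes, a number first used by mistake, the percentile was 84.8. *Penk* also rose in the other neurons of every V321L mouse (exact permutation p = 0.0286 in GABAergic neurons). A shift shared by such genes or by cell classes may therefore contribute to the rise, and an effect of the genotype stays open too.

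A hypothesis was that V321L mice have more GCs in a *Penk*-rich cluster. It was tested with 2 criteria. By the first, the cluster with the highest share of *Penk*+ nuclei held more of the GCs of every V321L mouse than of any WT mouse (1.99% against 1.09%, exact permutation p = 0.0286), which is consistent with the hypothesis. The second was written after these values were known. By it, the change in the shares of all clusters, at the *Penk* shares of WT mice, accounted for 6.90% of the rise, which argues against it as the main source. Most of the rise lay within clusters.

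The 8601 genes changed between genotypes in GCs were not a matter of which mice were grouped, as 1 of the 35 splits of the 8 mice, the real one, gave as many. At 1000 UMIs per nucleus the number of changed genes was 70.2% of that at full depth, close to the limit of 2 in 3 set for this test. The number of genes tested also fell, from 12242 to 9224. Of the genes tested, 65.4% changed after thinning and 70.3% at full depth. The log2 fold changes in other cell classes followed those in GCs, with a Spearman's rho across genes of at least 0.765. The changes are consistent with a shift shared by cell classes, whether from the genotype or from the preparation of the nuclei, which the design does not separate. Cytoplasmic mRNA carried along with the nuclei would lower the share of RNAs kept in the nucleus, and that share rose by 3.54 percentage points. Most of the rise was *Malat1*, at 42443 CPM in V321L and 9198 in WT GCs, but without it and *Xist* the share still rose from 0.146% to 0.239%, without overlap (exact permutation p = 0.0286). A version without *Malat1* but with *Xist*, which is limited to females, did not pass the threshold and was replaced by the one given. Of the 7 RNAs left, *Meg3* rose most, from 435 to 1185 CPM, while *Kcnq1ot1* and *Rian* fell. Within these limits, the rise argues against cytoplasmic mRNA as the whole cause. The mitochondrial share, with mean medians of 0.773% in V321L and 0.100% in WT mice, and the ribosomal protein genes rose, as cytoplasmic mRNA would have it, so a contribution to those transcripts stays open.

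The ribosomal protein genes were higher in V321L GCs under both scalings, and 1 of 35 splits, the real one, gave a p as small. Their median log2 fold change was at least 3.61 in each other class tested, which is consistent with a shift shared by cell classes. For the SUZ12 target genes, 6 of the 35 splits gave a p as small as the genotypes did, so the grouping by genotype did not stand out.

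For GC nuclei with *Penk* and a marker, the ratio of observed to expected nuclei was higher in V321L mice for 2 of 12 markers. The ratio cannot exceed 1 divided by the share of GCs with the marker, and for 2 of the 12, *Scg2* and *Chgb*, the highest possible ratio in V321L mice lay below the ratio observed in WT mice. For those 2 the ratio cannot tell apart more nuclei with each gene and a closer link between the genes. Among the other 10 it was higher in V321L mice for 2, so most gave no sign of a closer link. *Nrg1*, one of the 10, had little room to rise, with a highest possible ratio of 1.88 in V321L against 1.83 observed in WT mice. The ratios were taken at the depth of each nucleus, which differed between the genotypes, so they do not decide between the 2 explanations. Nuclei with a *Penk* UMI and a marker were few in WT mice, so single ratios there are imprecise.

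GCs of the genotypes lay apart by expression in 1 of 35 splits, the real one, and by accessibility also in 1 of 35. At 1000 ATAC counts per nucleus 13 of the 35 splits gave a share as high by accessibility, so that ATAC counts per nucleus may account for that separation.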
